# Skeletal Muscle Transcriptome Alterations Related to Declining Physical Function in Older Mice

**DOI:** 10.3390/jal3020013

**Published:** 2022-05-31

**Authors:** Ted G. Graber, Rosario Maroto, Jill K. Thompson, Steven G. Widen, Zhaohui Man, Megan L. Pajski, Blake B. Rasmussen

**Keywords:** sarcopenia, frailty, physical function, gene expression, RNAseq

## Abstract

One inevitable consequence of aging is the gradual deterioration of physical function and exercise capacity, driven in part by the adverse effect of age on muscle tissue. We hypothesized that relationships exist between age-related differentially expressed genes (DEGs) in skeletal muscle and age-associated declines in physical function and exercise capacity. Previously, male C57BL/6mice (6m, months old, 24m, and 28m) were tested for physical function using a composite scoring system (comprehensive functional assessment battery, CFAB) comprised of five well-validated tests of physical function. In this study, total RNA was isolated from tibialis anterior samples (n = 8) randomly selected from each age group in the parent study. Using Next Generation Sequencing RNAseq to determine DEGs during aging (6m vs. 28m, and 6m vs. 24m), we found a greater than five-fold increase in DEGs in 28m compared to the 24m. Furthermore, regression of the normalized expression of each DEG with the CFAB score of the corresponding mouse revealed many more DEGs strongly associated (R ≥ |0.70|) with functional status in the older mice. Gene ontology results indicate highly enriched axon guidance and acetyl choline receptor gene sets, suggesting that denervation/reinnervation flux might potentially play a critical role in functional decline. We conclude that specific age-related DEG patterns are associated with declines in physical function, and the data suggest accelerated aging occurring between 24 and 28 months.

## 1. Introduction

Aging-related decline of physical function is accompanied with, or predicated by, loss of skeletal muscle mass and strength (sarcopenia). Declining physical function and muscle health leads to reduced ability to perform activities of daily living, lower quality of life, development of disability, loss of independence, and increased mortality [1–3]. Sarcopenia is likely multifactorial with a varied etiology including disuse atrophy, neuromotor deficits, denervation, muscle quality reduction, and alterations to key proteins and cell signalling pathways [4–8]. There is a wide range of individual variability in the rate of declining physical and contractile function [9–12]. For this study, we hypothesized that changes in gene expression during aging would be highly correlated with functional loss. The primary goal was to determine which age-related changes to skeletal muscle gene expression are related to physical function and exercise capacity. The long-term goal is to identify potential mechanisms that might identify novel therapeutic targets.

Previously, we measured physical function and exercise capacity in 6-month-old (6m), 24-month-old (24m), and 28-month-old (28m) male C57BL/6mice, using our Comprehensive Functional Assessment Battery (CFAB), a composite scoring system comprised of five different well-validated determinants [rotarod (overall motor function), grip meter (forelimb strength), inverted cling (full-body strength/endurance), voluntary wheel running (volitional exercise and activity rates), and treadmill running (aerobic exercise capacity and endurance)] [9,10,12–14]. To further this work, we used Next Generation Sequencing (NGS) RNAseq to determine gene expression in total RNA extracted from the tibialis anterior (TA) muscles from a random subset of each age group from the original study [9]. Using linear regression, we determined strong associations of genes that changed expression with aging versus physical function (measured with CFAB), and identified numerous genes in muscle that may play a critical role in declining physical ability.

Studies of age-related changes in skeletal muscle gene expression have been well-covered in the literature [15–19]. In our current study, however, we combined our comprehensive physical function assessment with age-related gene expression data, revealing pertinent and novel information about the relationship between numerous genes and their potential role in functional aging.

We found thousands of genes changing expression (padj < 0.05, multiple comparisons adjusted *p* value, pval,) between 6m and 28m of age (6m–28m), but only a couple hundred between 6m and 24m (6m–24m). Likewise, we found hundreds of genes changing expression with age that also had strong (R ≥ 0.7) associations with CFAB in 6m–28m, but far fewer in 6m–24m. This discrepancy highlights the potential acceleration of biological aging over these four months, which is also expressed in many indicators of physical function and muscle health [9–14]. We used GOrilla (Gene Ontology enRIchment anaLysis and visuaLizAtion tool) and GSEA (Gene Set Enrichment Analysis) to determine highly enriched molecular function gene ontologies, which included cation transporters, and calcium transporters [20,21]. Overall, these findings establish a framework for understanding how aging alters skeletal muscle gene expression and how these gene expression changes are potentially linked to the gradual, inevitable, and progressive loss of physical function associated with aging, sarcopenia, and frailty.

## 2. Methodology

### 2.1. Mice

Three ages of C57BL/6male mice were obtained from the National Institutes of Health National Institute on Aging Charles River Aging Rodent Colony (a subset of mice from a previous publication [9] were randomly selected for this study: n = 8 for all at 6m, 24m, and 28m). Random selection was accomplished using a random number generator and samples were coded to ensure blinding until after RNAseq data were analyzed. The biostatistician was blinded to the groups. Mice were group-housed at 22 °C with a 12-h:12-h light/dark cycle, and food and water provided ad libitum. The characteristics of the mice are presented in Table 1.

Euthanasia was conducted under American Veterinary Medical Association (AVMA) Guidelines for the Euthanasia of Animals (2020). Mice were treated humanely using protocols approved by the East Carolina University and University of Texas Medical Branch IACUC committees, and conducted under appropriate and relevant guidelines and regulations. Methods were reported following ARRIVE guidelines (https://arriveguidelines.org, accessed on 5 May 2022) for the reporting of animal experiments.

### 2.2. Functional Testing

As previously published [9], CFAB is a composite scoring system that is composed of the following highly validated non-colinear determinants of physical function and exercise capacity: treadmill running (max speed test for endurance and aerobic exercise capacity), voluntary wheel running (VWR, for volitional exercise and activity rate), grip meter (forelimb strength), inverted cling (four-limb, total body strength and endurance), and rotarod (overall motor function, including balance, coordination, gait speed, endurance, and power production) [9,10,12–14]. Each mouse was rated for function by standardizing the results from each determinant to the mean and standard deviation (SD) of the reference group (6m) to create a score. Then we summed the individual determinant scores to create the CFAB score. For example, if the rotarod time for an individual mouse was 160 s, and the reference mean = 123.9 s and SD = 28.9, then the rotarod score for the mouse = 1.249 (the standardized value of the number of SD away from the reference mean). This same process was then performed for each determinant, and the resulting scores were added to produce the CFAB score of the mouse. Because the reference group were 6m mice, most older mice will have negative CFAB scores, indicating that those mice performed worse than the average adult mouse. A more negative CFAB is indicative of worse overall physical function. See the Supplemental Methods Section for more details on the specific tests.

### 2.3. Tissue Collection and Handling

As described previously [9], the mice were deeply anesthetized with ketamine/xylazine mix and euthanized via exsanguination and removal of the heart after non-survival surgery to collect the hindlimb muscles at the completion of the testing protocols. The muscles were blotted dry, weighed, and then immediately flash frozen in liquid nitrogen. Subsequently, the muscles were stored at −80 °C until total RNA extraction.

Total RNA extraction has been previously described [14,22]. In brief, we used Tri-Reagent (Molecular Research, #TR118) following the manufacturer’s instructions to extract total RNA from TA muscle, using the entire TA muscle. We quantified the extraction using a Nanodrop2000 (ThermoScientific, Waltham, MA, USA), with mean concentration 330.8 ± 24.3 ng/μL, 260/280 ratio 1.69 ± 0.020, 260/230 ratio 1.98 ± 0.09. We determined RNA integrity using an Agilent Bioanalyzer 2100; mean RIN was 9.23 ± 0.139. Two of the 24 total isolated RNA samples (n = 1 each from 6m and 24m groups) did not meet the standard lower limits for purity and integrity, and were not used for RNAseq.

### 2.4. NGS RNAseq

RNA samples (n = 22 total; n = 7 6m, n = 7 24m, and n = 8 28m) were quantified using a Qubit fluorometer and qualities were assessed with an Agilent Bioanalyzer. Poly-A + RNA was enriched from ~0.5 ug of total RNA and used as a template to generate sequencing libraries using the New England Biolab NEBNext Ultra II RNA Library Prep Kit following the supplier’s protocol. Libraries were pooled and sequenced on an Illumina NextSeq 550 High-output flow cell with the 75 base pair single-end protocol with two runs: 6m vs. 24m and 6m vs. 28m. The 6m samples were the same in both runs to serve as a control to facilitate comparison of the 24m and 28m groups. Libraries for the 6-month samples were prepared twice, once each in parallel with the 24m and 28m samples to help control for batch effects. Read counts from these technical replicates were kept separate in the analyses. The average number of reads per sample was 39,366,241 in the first run of 6m versus 24m and 35,287,066 for the second run of the 6m versus 28m. Greater than 93% of base calls had Illumina Q-scores above 30, and average Q-scores were above 34 for all samples. Raw NGS data is stored at the GEO record GSE152133.

## 3. Data Analysis

### 3.1. General

We used SPSS v24, v27, and v28 (IBM) to analyze the statistics. Data were reported as means ± standard error, unless otherwise designated. Significance was designated as *p* < 0.05, with trends reported if 0.05 < *p* < 0.10. CFAB, TA muscle mass, and the CFAB determinants used one-way ANOVA to detect differences in means. The individual test used is described in the text of the results. Post hoc analysis for ANOVA used least significant differences (LSD). The original data for CFAB and other measurements met assumptions of normality other than the inverted cling test which was transformed by log10 (see original study [9] for kurtosis and skew reporting). The log10 transformation version of the inverted cling is thus used to calculate CFAB [9].

#### RNAseq:

The reads were demultiplexed and aligned to the mouse mm10 genome using the splicing aware software STAR, version 2.5.4b, with the ENCODE recommended parameters [23]. The genome index was built with the Illumina iGenomes UCSC mm10 genomic sequence and annotation file, and reads mapping to genes were quantified with the STAR–quantMode GeneCounts option [23].

The read counts per gene for each sample were input into the DESeq2 differential expression program, version 1.22.2. [24]. Following the DESeq2 vignette, differentially expressed genes were called with an adjusted *p*-value cut-off of less than 0.05 and a log2 fold-change (log2fc) of ≥1.0 or ≤−1.0. We used the rlog function in DESeq2 to generate a table of log2 normalized counts, which we then used to generate the PCA plots and heatmaps. We used DESeq2 to create the PCA figures and the heatmap package in R to create the heatmaps [25]. The principal components analysis determined the gene sets that contributed most to the variability between the different age groups and identified which genes contributed most to explaining CFAB variation.

### 3.2. Further Data Analysis of RNAseq Data and CFAB Data

The Bioinformatics and Analytics Research Collaborative (BARC) at the University of North Carolina at Chapel Hill performed the following data analysis as consultants to the project. The code and datasets associated with these analyses are available in GitHub at https://github.com/MANZHAOHUI/Graber (established on 10 May 2023).

Linear regression between the log2 normalized gene counts of each differentially expressed genes (DEGs, independent variable) from each sample with the CFAB value, CFAB determinants, and TA mass (dependent variables) of the corresponding individual mouse/sample was used to evaluate the DEGs’ correlation coefficient (R) with the physical function measurements (CFAB score) of the mice from various ages. Python (v3.7.8, function: stats.linregress(x,y) from the python function ‘stats’ imported from the python package ‘scipy’) was used to generate metrics including ‘slope, intercept, r, *p*_value, std_err’. The ‘pvalue’ generated by ‘scipy.stats.linregress’, which uses Wald Test with t-distribution of the test statistic for a hypothesis test whose null hypothesis is that the slope is zero, was employed to indicate the correlation between the value of a given gene from a particular sample and corresponding CFAB value (from: https://docs.scipy.org/doc/scipy/reference/generated/scipy.stats.linregress.html, accessed on 23 July 2020).

GSEA (Gene Set Enrichment Analysis) was conducted using R, referring to the method explained in https://stephenturner.github.io/deseq-to-fgsea/ (accessed on 23 July 2020) against NGS datasets [21]. The reference database used was ‘MousePath_GO_gmt.gmt’ downloaded from http://ge-lab.org/gskb/ (accessed on 23 July 2020). Based on the results of GSEA, genes from the NGS datasets with the cut-off (|log2fc| ≥ 1, padj < 0.05) were further filtered into enriched gene sets that were significant, as indicated by a false discovery rate (FDR) of less than 25% (http://www.gsea-msigdb.org/gsea/doc/GSEAUserGuideTEXT.htm#_GSEA_Statistics, accessed on 23 July 2020). After this filtering, 127 and 1049 genes were left from 6m vs. 24m comparison and 6m vs. 28m comparison, respectively.

Next, Gene Ontology enRIchment analysis (GOrilla analysis) was rendered on http://cbl-gorilla.cs.technion.ac.il/ (accessed on 23 July 2020) against the selected DEGs from the two runs with the DEGs cut-off [20]. Enrichment is the over or under representation of differentially expressed genes in functional categories (the GOs/gene ontologies).

The final step was to intercept the results from both GSEA and GOrilla [20,21]. For the same input, GSEA and GOrilla generated different sets of enriched genes. We intersected the two gene sets and found the genes in common for both models. The intersection provides high confidence between two approaches for ascribing functional categories to the data. GSEA and GOrilla have similar purposes, but use different methods. GOrilla is the older tool, more traditionally used, and focuses on significant genes, whereas GSEA considers all of the genes in an experiment, not just those above an arbitrary cut-off in terms of fold-change or significance. Moreover, GSEA assesses the significance by permuting the class labels, which preserves gene-gene correlations and thus provides a more accurate null model.

### 3.3. Transcription Factor Analyses

After inputting the DEGs from Table S10 (|R| ≥ 0.70) into https://maayanlab.cloud/Enrichr/ (accessed on 20 April 2023), we report the ChEA 2022 results to analyze transcription (all terms with padj < 0.05) as a table in the Online Supplemental Section [26–29]. In addition, we also input the same dataset to Enrichr, and report results from Reactome and GO molecular function in the Supplement.

## 4. Results

### 4.1. CFAB

The mice in this study demonstrated overall declining physical function with age, as measured with the CFAB component tests of rotarod, grip strength meter, inverted cling, treadmill, and voluntary wheel running. The CFAB score was significantly different between groups (*p* < 0.05) (see Figure 1). Since these mice were randomly selected from a larger cohort (e.g., n = 7 6m in the current work versus n = 30 6m in the parent study), the statistical results presented herein do not exactly match the results from the parent study, though trends are comparable. For a more complete discussion of the functional testing methods and results, consult our previously published work [9]. Standardized scores of the individual determinants are presented in the Online Supplemental Data Table S1.

#### 4.1.1. NGS RNAseq: (See the Full Raw Dataset on GEO at GSE152133)

##### Age-Related DEGs: 28m Compared to 6m

Overall, in the 6m–28m data, there were 6707 genes with padj ≤ 0.05, and of these, 3153 were downregulated and 3554 were upregulated. 

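RNA of the whole TA muscle was sequenced after poly-A enrichment from 7 mice at 6m and 8 mice at 28m, whose libraries were prepared and sequenced together in the second run. The sample labels describe the oldest mice as 28 months or older, and they give a smaller amount of total RNA per library than the methods do. The design text of the deposited series gives 8 mice at 24m and 7 at 28m, the reverse of the labels of the single samples and of the paper, which were used here. The authors aligned the reads to mm10 with STAR and deposited the number of reads counted on each of 22537 gene symbols, without normalization. Total counts per library were between 17633475 and 25664714 (median 22622162) at 6m and between 22395528 and 27179445 at 28m. The mean of the 15 libraries was 23397825 counts on genes, which the values here use, and the paper's mean for this run is 35287066 reads. Genes with low counts were removed with edgeR's filterByExpr, libraries were scaled by the trimmed mean of M values (TMM), and the ages were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 12994 genes. Expression is given as CPM after TMM scaling over the libraries of a comparison, and values of single mice as CPM scaled over all 29 libraries. A DEG had an adjusted p under 0.05 and an absolute log2 fold change of at least 1, the limits of the paper's methods, and the authors made their own calls with DESeq2. The tests, gene lists and alternatives reported beside the results were chosen before the data were examined, except where the text says otherwise.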

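Of the 12994 genes tested, 6140 had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with 2981 lower and 3159 higher at 28m. An unadjusted p under 0.05 was found for 7126 genes. Among the alternatives, the count moved most when the 6m libraries came from the first run, prepared from the same 7 mice, which gave 1422 lower and 1559 higher genes. Leaving first-run replicate 4 out of that fit, a choice made after seeing the data, gave 4820 genes. In the 15 fits that each left out 1 mouse, between 5297 and 6688 genes passed. DESeq2 gave 3101 lower and 3485 higher genes. Across the 12871 genes with a known exonic length, the log2 fold change fell with length (Spearman rho = -0.539, across genes, which are not independent replicates). After a trend with length and GC content was removed from each library, 4843 genes passed.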

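The limits on both the adjusted p and the fold change were passed by 741 genes, 438 of them lower and 303 higher at 28m. All 8 mice at 28m lay below all 7 mice at 6m in 238 of the lower genes, and above them in 98 of the higher genes, all of them chosen for their difference. Among the genes in which all mice separated in this way, Erc2, Gdf5, 4933415F23Rik, Mt3 and Ankrd1 rose most, with log2 fold changes between 2.67 for Ankrd1 and 3.50 for Erc2. The largest falls among them were those of 1700001O22Rik, 1700071M16Rik, Zfp366, Nos1 and Epha3, with log2 fold changes between -2.55 for 1700001O22Rik and -2.36 for Epha3. The highest adjusted p of these 10 genes was 0.00470, for Nos1, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With 1 mouse left out in turn, it stayed at or under 0.00968 for each of them. The number of DEGs fell to 384 (187 lower, 197 higher) against the 6m libraries of the first run, and it was between 551 and 968 when 1 mouse was left out. With limma-voom, 611 of 824 DEGs were lower, and with DESeq2 532 of 1072.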

After applying the a priori cut-off for DEGs (|log2fc| > 1, padj ≤ 0.05), there were 612 downregulated genes and 605 upregulated genes (total genes = 1217). Figure 2 is a heatmap showing the top 50 gene expression changes (by z-score) between 6m and 28m. 

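Of the 50 genes shown in Figure 2, 36 had enough counts at 28m and 6m to be tested. All 36 were DEGs, 22 higher and 14 lower, with log2 fold changes between -2.55 and 4.44. Adjusted over the list alone, 36 of the 36 also passed, which is not independent evidence, since the study chose the list on these mice. By DESeq2, which was applied without filterByExpr and with its own default filter on mean counts, all 50 had an adjusted p under 0.05.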

Figure 3 is a volcano plot showing separation of the gene sets. 

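Of the 30 genes that Table 2 lists as rising most, 6 had enough counts at 28m and 6m to be tested, and their log2 fold changes were between 3.25 and 4.44. Of the 30 genes that Table 3 lists as falling most, 7 were tested, with log2 fold changes between -2.55 and -2.33. All 13 tested genes had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the same 6 and 7 passed adjusted over the list alone. Since the study drew both lists from these mice, the latter is not independent evidence. The other genes of the tables fell under the filter on low counts. By DESeq2 without that filter, 28 genes of each table had an adjusted p under 0.05.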

Table 2 lists the top 20 genes upregulated with age (by log2fc), and Table 3 lists the top 20 downregulated genes (see Table S2 for all DEGs). In Figure 4A, the 2D principal component analysis (PCA) scores plot indicates a separation between 28m and 6m clusters, with no overlap. This result was confirmed by using the supervised multivariate analysis based on a partial least squares-discriminate analysis (PLS-DA) (component 1 [6m] was 14% and component 2 [28m] was 56%). 

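Principal components were computed from DESeq2's rlog values of the 500 most variable genes. The first component held 56.1% of the variance and the second 13.6%. Scores on the first component were between -9.30 and -5.83 in the 7 mice at 6m and between -2.71 and 19.3 in the 8 mice at 28m, so that 0 of the 8 fell within the range of the 6m mice. The 6m mouse nearest the 28m mice, replicate 2, lay apart from the other 6m mice, which were between -9.30 and -8.07. With the 100 most variable genes, the second component held 19.3%.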

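The spread of the mice was measured as each mouse's distance from the mean of its age group, over the 500 most variable genes on the log2 CPM scale. It averaged 24.7 ± 6.07 (SD, n = 8 mice) at 28m and 14.1 ± 3.49 (SD, n = 7 mice) at 6m. The difference of 10.7 was larger than the reassigned distances gave (two-sided exact permutation test over 6435 assignments, p = 0.00280). After the trend with gene length and GC content was removed from each library, the means were 23.6 ± 5.22 (SD, n = 8) and 14.3 ± 3.29 (SD, n = 7), with an exact permutation p of 0.00264.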

Interestingly, the 28m gene expression is widespread in Figure 4A, indicating heterogeneity. There are groupings both closer to and farther away from the 6m, with a potential outlier as well.

We used GSEA and GOrilla to examine gene ontology enrichment in the 6m–28m DEGs (see Figure S1 and Tables S4 and S5 in the Supplement). After analyzing the RNAseq data with GSEA, there were 1049 validated DEGs remaining. Using GOrilla to further determine gene set enrichment in this comparison (using the same gene set as GSEA), there were 73 gene ontology terms enriched (minimum False Discovery Rate q-value, FDR q-val < 0.10; 72 terms FDR q-val < 0.05), ranging from a high enrichment of 26.29 to a low of 1.12. 

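The supplementary tables list 19 genes under 6 of the highly enriched gene sets of the 28m DEGs, for acetylcholine receptor activity, collagen and growth factor binding, axon guidance and chondroitin sulfate binding. Of these, 13 had enough counts to be tested, and all 13 were lower at 28m, with log2 fold changes between -1.88 for Col1a1 and -0.79 for Ptn. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 12 passed over all genes, and 13 passed adjusted over the list alone, which is not independent evidence because the study chose the genes on these mice. With the length and GC trend removed, 10 passed. Chrm4, Hrh4 and Chrm2, the genes of the G protein-coupled acetylcholine receptor set, had at most 2, 3 and 3 counts in any 6m library and at most 1 in any 28m library, too few for a fold change. Col1a1 varied widely between mice, with 213 ± 238 CPM (SD, n = 7) at 6m and 58.0 ± 48.6 CPM (SD, n = 8) at 28m.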

In all, there were 8 gene sets highly enriched, E, (E > 10, averaging 17.6 ± 6.0 sd, standard deviation), including: GO:0016907 (G protein-coupled acetylcholine receptor activity, enrichment, E = 26.3), GO:0098639 (collagen binding involved in cell-matrix adhesion, E = 25.7), GO:0048407 (platelet-derived growth factor binding, E = 21.9), GO:0008046 (axon guidance receptor activity, E = 14.3), GO:0035373 (chondroitin sulfate proteoglycan binding, E = 14.2), GO:0015464 (acetylcholine receptor activity, E = 13.6), GO:0005021 (vascular endothelial growth factor-activated receptor activity, E = 12.9), and GO:0030020 (extracellular matrix structural constituent conferring tensile strength, E = 12.0). The intersection of GOrilla and GSEA (Table S8) identified 359 DEGs.

##### Age-Related DEGs: 24m Compared to 6m Mice

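For the comparison at 24m, TA muscle RNA of 7 mice at 24m and 7 mice at 6m was prepared and sequenced together in the first run. The 6m mice were those of the second run, with separate libraries. Total counts per library were between 19920641 and 28581963 (median 23780816) at 6m and between 24250878 and 33499162 (median 27526509) at 24m. The mean of the 14 libraries was 25820505 counts on genes, and the paper's mean for this run is 39366241 reads. The counts were made by the authors and analysed here as for 28m, over 13103 genes. In 6m replicate 4, the libraries of the first and second run differed with an SD of 0.62 on the log2 scale across 13455 genes, and in the other 6 mice with an SD between 0.24 and 0.28.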

There were fewer changes in gene expression in the 6m–24m than in the 6m–28m. There were 234 genes with padj ≤ 0.05; of those, 50 were downregulated and 184 were upregulated. There were 138 total DEGS with 130 upregulated and 8 downregulated (see Table S3 for the listing of all DEGs). 

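At 24m, 11 of 13103 genes had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 lower and 8 higher, and 1546 had an unadjusted p under 0.05. The 8 DEGs were 2 lower and 6 higher genes, and in each of them all 7 mice at 24m lay beyond all 7 mice at 6m, though the genes were chosen for their difference. Besides Erc2 and Ak4, the largest rises were those of Klhdc8a, BC021891 and Snhg11, with log2 fold changes of 2.24, 1.95 and 1.73. Ly6g6e fell by 1.56 on the log2 scale. The adjusted p was 0.0165 for Klhdc8a and BC021891, 0.000368 for Snhg11 and 0.0114 for Ly6g6e. With 1 mouse left out in turn, Snhg11 and Ly6g6e passed in all 14 fits, and Klhdc8a and BC021891 in 11. The alternative that moved the counts most was DESeq2, with 45 lower and 170 higher genes and 129 DEGs, among which were all 11 and all 8 genes. Without 24m replicate 4, 30 genes passed and 14 were DEGs, and without 6m replicate 5 or 6 of the first run, 4 passed. Of the 138 genes in Table S3, 102 were tested, 7 lower and 95 higher at 24m. Of these, 8 passed over all genes and 102 adjusted over the list alone, which is not independent evidence because the study chose the list on these mice.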

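In the same kind of analysis of the first run, the first component held 48.1% of the variance and the second 22.7%. The first-component scores of the 6m mice were between -8.36 and 0.35, and those of the 24m mice between -4.86 and 28.3. Of the 7 mice at 24m, 3 lay within the range of the 6m mice. The highest score was that of 24m replicate 4, with 11.0 for the next mouse, replicate 5. With the 100 most variable genes, the first component held 58.7%.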

In Figure 4B, the 2D principal component analysis (PCA) scores plot indicates an incomplete separation between 24m and 6m clusters, with evident overlap. 

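The distance to the mean of the age group averaged 29.6 ± 13.2 (SD, n = 7 mice) at 24m and 17.4 ± 5.90 (SD, n = 7 mice) at 6m of the first run. The difference was 12.2 (two-sided exact permutation test over 3432 assignments, p = 0.0210). Over all genes past the filter instead of the 500 most variable, the difference was 20.8, with an exact permutation p of 0.0682.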

Greater variance was observed in the 24m vs. the more homogeneous 6m clusters. This result was confirmed by using the supervised multivariate analysis based on a partial least squares-discriminate analysis (PLS-DA) (component 1, 6m, was 23% and component 2, 28m, was 48%).

We used GSEA and GOrilla to examine gene ontology enrichment in the 6m–24m DEGs (see Figure S2, Tables S3, S6 and S7 in the Supplement for further details). Analyzing the RNAseq data with GSEA, we found that 127 genes remained of those that fell under the DEG cut-off. Using the same genes fed to GSEA, GOrilla determined there were 19 gene ontology terms enriched (FDR q-value < 0.10; 18 terms FDR q-value < 0.05), ranging from a high enrichment of 43.19 to a low of 1.39. 

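The supplementary tables list Npy4r, Npy5r and Npy6r under pancreatic polypeptide receptor activity, and 2 of these 3 symbols are in the count table. Npy5r had at most 3 counts in any 6m library and 1 in any 24m library, and Npy6r at most 7 and 5. Both fell under the filter on low counts, and a difference between 24m and 6m was not detectable at this depth.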

In all, there were 3 gene sets highly enriched (E > 10, averaging 32.5 ± 11.8 sd), including: GO:0001602 (pancreatic polypeptide receptor activity, E = 43.2), GO:0001601 (peptide YY receptor activity, E = 34.55), and GO:0004983 (neuropeptide Y receptor activity, E = 19.81). 

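Slc38a4 and Ly6g6e were lower at 24m than at 6m. The CPM of Slc38a4 was 71.1 ± 27.7 at 24m and 145 ± 53.0 at 6m (SD, n = 7 mice each), a log2 fold change of -1.03 (standard error 0.27, adjusted p = 0.192 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ly6g6e had 0.299 ± 0.0897 CPM at 24m and 0.881 ± 0.209 at 6m.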

The intersection of GOrilla and GSEA identified only three genes for this 6m–24m comparison (Table S9).

### 4.2. Regressions of DEGs with CFAB

We primarily focused our attention on the changes that occurred in the transcriptome between the adults (6m) and the oldest group (28m). This was because the alterations in gene expression were most extreme at the advanced age (many more DEGs and many more DEGs strongly associated with CFAB), and we knew from previous work that the most profound changes in function, muscle health, and contractile ability occur at the older ages in mice [9,10,13]. See the datasets in the Online Supplemental Data Tables S10–S21 for more details.

Regression analysis of the 6m–28m determined there were 704 DEGs with at least a moderate (R ≥ |0.50|) correlation with physical ability (CFAB score); of these, 372 were strongly associated with CFAB (R ≥ |0.70|). Of these strongly associated genes, 239 were positively associated and 133 were negatively associated with CFAB. Of the genes that were positively associated, all were downregulated. Of the genes that were negatively associated, all were upregulated. 

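The CFAB scores of single mice were not used here, and only the direction of expression was examined. Of the 372 genes in Table S10, 342 had enough counts to be tested at 28m. The 226 tested genes with a positive R in that table were all lower at 28m, with a median log2 fold change of -1.22, and the 116 with a negative R were all higher, with a median of 1.16. All 342 had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over all genes as well as adjusted over the list alone. The list was drawn from these mice, so the latter is not independent evidence. The genes with a positive R had a median exonic length of 8174 bases and those with a negative R 2111 bases, against 4491 for all genes tested. With the trend with gene length and GC content removed, 221 of the 226 and 111 of the 116 genes passed.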

Table 4 lists the top (by |R|) age-regulated genes associated with physical function in the 28m group (see Table S10 for all R > |0.70|).

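Of the 30 genes of Table 4, 29 had enough counts to be tested, and all 29 were DEGs at 28m, 22 lower and 7 higher. Their log2 fold changes were between -1.94 and 3.50. At 24m, the same numbers were lower and higher, 1 gene passed over all genes and 10 adjusted over the list alone, which is not independent evidence because the list was drawn from the 6m and 28m mice.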

The different determinants of CFAB (VWR, Grip, Inverted Cling, Rotarod, and Treadmill) in the 6m–28m were regressed in the same way as CFAB (See Tables S11–S15). Notably, out of the top 71 DEGs correlated with CFAB (|R| > 0.80), 35 of them are also in the top 30 DEGs (by |R|) of the determinants (see Table S16). However, 11 of the top 30 (by |R|) DEGs in the CFAB list do not appear in the top lists of the determinants. For example, the top DEG on the CFAB list, Dclk3 (Doublecortin like kinase 3, R = 0.899), was not in the top 30 in any of the determinant lists. Interestingly, VWR, Grip Test, and Inverted Cling contain the most top CFAB correlates. However, the VWR top DEG, Necab1 (N-terminal EF-hand calcium-binding proteins 1, R = 0.791), and the only VWR DEG with |R| > 0.70, was ranked at #237 on the CFAB list (R = 0.741).

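Dclk3 had 0.386 ± 0.0907 CPM (SD, n = 8 mice) at 28m and 0.783 ± 0.0782 CPM (SD, n = 7 mice) at 6m, with between 6 and 23 counts per library. The log2 fold change was -1.02 (standard error 0.18, adjusted p = 0.000847 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 8 mice at 28m lay below all mice at 6m. Necab1 fell under the filter on low counts, with 0 to 3 counts per library at 28m and 3 to 12 at 6m. Of the mice at 28m, 7 had a lower CPM of Necab1 than any mouse at 6m.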

In contrast, of the 6m–24m DEGs, regression analysis determined that there were only 55 genes with at least a moderate (R ≥ |0.50|) correlation with physical ability (CFAB score); of these, only 35 were strongly associated (all R < −0.70) with CFAB. Of the strongly associated genes, all 34 were negatively associated and downregulated (see Table S17 for details). 

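Of the 34 genes in Table S17, 29 had enough counts to be tested at 24m, and all 29 were higher at 24m than at 6m, with log2 fold changes between 1.14 and 5.20. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 passed over all genes and 29 adjusted over the list alone, which is not independent evidence because the list was drawn from these mice. By DESeq2, all 34 had an adjusted p under 0.05.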

The different determinants of CFAB (VWR, Grip, Inverted Cling, Rotarod, and Treadmill) were regressed with the age-associated DEGs in the 6m–24m group (See Tables S18–S22). Notably, only inverted cling and grip had any DEGs with |R| ≥ 0.70, 24 and 13, respectively (see Tables S19 and S20 for details).

In addition, we regressed the TA muscle mass (dependent variable) with the DEGS of both sets (for details see 6m–28m in Table S23 and 6m–24m in Table S24) and found that there were 595 DEGs with |R| ≥ 0.70 in the 6m–28m group, while there were only 3 in the 6m–24m group: Ak4 (R = −0.76, log2fc 1.48), Erc2 (R = −0.72, log2fc 3.41), and Car3 (R = 0.697, log2fc 1.05). Notably, in the 6m–28m analysis, all three were also on the list: Ak4 (28m, ranked #164, R = −0.839, log2fc 1.08), Erc2 (28m, #212, R = −0.824, log2fc 3.54), and Car3 (28m, #28, R = −0.900, log2fc 1.32).

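On GRCm38, the build of mm10, Ak4 lies on chromosome 4 from 101419277 to 101466995, Erc2 on chromosome 14 from 27622428 to 28478537 and Car3 on chromosome 3 from 14863512 to 14872523. Ak4 had 6.26 ± 0.974 CPM at 24m and 2.24 ± 0.305 at 6m in the first run (SD, n = 7 mice each), a log2 fold change of 1.48 (standard error 0.13, adjusted p = 8.16e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 28m its log2 fold change was 1.07 (standard error 0.18, adjusted p = 0.000563 from the same edgeR test), with 5.16 ± 1.00 CPM in 8 mice and 2.45 ± 0.685 in 7 mice at 6m. Erc2 had 2.58 ± 0.605 CPM at 24m and 0.238 ± 0.117 at 6m, a log2 fold change of 3.39 (standard error 0.28, adjusted p = 5.44e-05 from edgeR's test), with 2 to 11 counts in the 6m libraries. At 28m the log2 fold change of Erc2 was 3.50 (standard error 0.35, adjusted p = 3.71e-05 from edgeR's test). Car3 rose to 5132 ± 1231 CPM at 24m from 2451 ± 784 at 6m, a log2 fold change of 1.07 (standard error 0.21) that did not pass (adjusted p = 0.0811 from edgeR's test), and it passed in 1 of the 14 fits that left out 1 mouse. At 28m the log2 fold change of Car3 was 1.32 (standard error 0.17, adjusted p = 0.000204 from edgeR's test). In all 3 genes, each mouse at 24m and at 28m lay above every 6m mouse of its run. The TA masses of single mice were not used here.

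**Figure D1:**
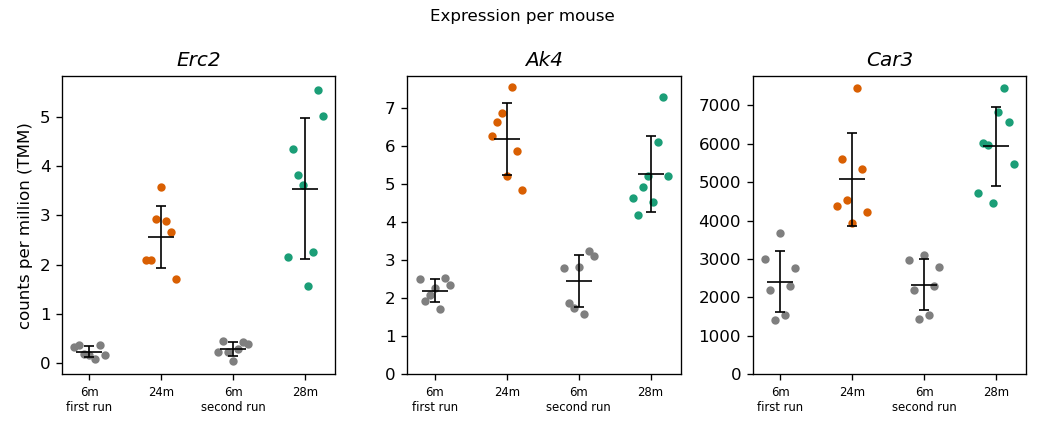
CPM of Erc2, Ak4 and Car3 in each mouse, with the 6m mice of the first run beside the 24m mice and those of the second run beside the 28m mice. Points are mice, and lines give the mean and SD of the 7 mice per group, or 8 at 28m. The 24m mice sit between 1.71 and 3.57 for Erc2, above all 6m mice.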

There are far more DEGs at the older age (6m–28m) that might have a role in functional loss or are potentially involved in the regulation of muscle mass. More than 10-fold DEGs were identified to be strongly associated with function in the 6m–28m group (372) than the 6m–24m (35). Furthermore, different DEGs were among the top |R| values in the two groups, and there were different |R| values for the same DEGs in the two analyses, potentially indicating that some genes could play a more significant role in the decline of physical function depending upon the age of the mouse.

Furthermore, using the gene set from Table S10, we ran ChEA via Enrichr, and the resulting transcription factors (48 significant terms were returned) that overlap (padj < 0.05) with our DEGs (6m–28m, with |R| ≥ 0.70) are presented in Table S25. The transcription factors with the highest combined scores included WT1, MTF2, CEBPD, SUZ12, SOX9, TP53, YAP1, ZNF217, ESR1, and DROSHA (48.2, 26.5, 25.5, 24.5, 21.6, 21.2, 18.9, 18.9, 18.6, and 18.2, respectively). Interestingly, CEBPD is a transcription factor DEG that we found to have reduced expression with age (log2fc −1.025), and that is strongly associated with CFAB (R = −0.792).

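Cebpd, which lies on chromosome 16 from 15887286 to 15891031, had 31.7 ± 20.4 CPM (SD, n = 8 mice) at 28m and 14.9 ± 5.98 CPM (SD, n = 7 mice) at 6m. The log2 fold change was 1.08 (standard error 0.36, adjusted p = 0.0230 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 4 of the 8 mice at 28m lay above every mouse at 6m. The highest mouse, 28m replicate 2, had 77.0 CPM, and the others were between 12.4 and 42.4. Without that mouse, the log2 fold change was 0.78 and the adjusted p from edgeR's test was 0.0536, the only 1 of the 15 fits without a mouse in which it did not pass.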

## 5. Discussion

### 5.1. Physical Function Declines with Aging

It is well-established that both rodents and humans lose muscle mass and strength as they get older. Alongside this decline comes a decline in physical function and exercise capacity [8,9,11,12,29,30]. Reductions in power production and contractile velocity have been shown to precede loss of strength and mass, indicating that deterioration other than atrophy contributes to the onset of muscle dysfunction [1,11].

Various hypotheses have been proposed to explain mechanisms of both early onset loss of power and the disconnect between mass retention and strength loss in the context of declining physical performance. Loss of so-called “muscle quality” is one such theory. During aging, the infiltration of fat, connective tissue, and scar tissue into a muscle can reduce the overall cross-sectional area devoted to contractile units while altering structural parameters of the tissue, and combined with other macro level alterations such as tendon stiffening, may reduce power and strength at the whole muscle level [5,8,11,31,32]. Additionally, at the cellular level, many deleterious changes with aging can affect muscle contraction, such as post-translation modifications to key contractile proteins, fiber-type shift, enhanced preferential denervation of type 2 motor units, cell signaling abnormalities, autophagy dysregulation, and reduced mitophagy leading to enhanced reactive oxygen species (ROS) production [6,8,33–35].

In this study, we set out to obtain a mouse skeletal muscle transcriptome profile to directly compare to declining physical function. Our goal was then to develop mechanistic hypotheses based on this relationship. There were numerous associations between various DEGs and the overall state of functional health (measured by CFAB). Using GOrilla and GSEA analysis of gene ontology, we examined potential cellular processes in flux. Calcium handling, denervation, neuromuscular junction dysfunction, and motor neuron alterations were some implicated processes. See the Supplemental Sections for more details (Figures S1 and S2, Tables S2–S21). In the following sections, we distinguish our data with *italics* when discussing similarities and differences with other studies from the literature.

### 5.2. Age-Related Gene Expression Relationship with CFAB

We determined relationships with the data from linear regression of the CFAB score (generalized physical function as the dependent variable) versus differential gene expression (independent variable) at both the 6m–24m and 6m–28m ages. Our findings suggest that gene expression may change and affect function differentially based on age. One example is Erc2 (or Cast1), coding for ELKS-Rab6-interacting protein 2 (many roles, including organization of the cytoskeleton structures involved in pre-synaptic vesicle release) [36,37]. *Erc2* has a *log2fc 3.41* at 6m–24m, and *log2fc 3.54* at 6m–28m, a similar increase of expression at both ages. However, *Erc2* negatively correlates with CFAB at 6m–24m *R* = −*0.71* and at 6m–28m *R* = −*0.88*, potentially indicating a more robust relationship with physical function as the mice get older. While correlation does not equal causation, it is clear the association of Erc2 with CFAB increased in the older age group. Therefore, Erc2 may be more critically related to neuromuscular performance at advanced age (28m) than at 24m, when function is also better preserved.

### 5.3. Potential Mechanisms of Functional Age

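Sln had 46.7 ± 72.7 CPM (SD, n = 8 mice) at 28m and 2.35 ± 2.75 CPM (SD, n = 7 mice) at 6m, a log2 fold change of 4.29 (standard error 0.86, adjusted p = 0.00157 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 8 mice at 28m, 7 lay above every mouse at 6m. Replicate 6 at 28m had 225 CPM against 6.24 to 50.8 in the others, and the log2 fold change without it was 3.19, while without replicate 2 at 6m it was 5.12. Ubd fell under the filter on low counts, with 0 to 2 counts per library at 6m and 1 to 25 at 28m. For Ubd, 7 of the 8 mice at 28m lay above every mouse at 6m, and replicate 3 had 1.22 CPM against at most 0.384 in the others.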

We observed some common themes related to the protein function of some of the top gene changes (See Tables 1–3) such as calcium handling dysregulation (*Sln,* sarcolipin with *log2fc 4.33*), denervation (*Achg, acetyl choline receptor gamma, log2fc 3.599*) and neuromuscular junction degeneration, and proteolytic process regulation (*Ubd, ubiquidin log2fc 4.46*). See also the results of the gene ontology in Figures S1 and S2. In the next sections we discuss our findings related to transcription factors and denervation (*results from our current study are shown in parentheses*), followed by further comparisons of our findings to the existing literature. The Supplemental Discussion details gene expression changes we uncovered that are potentially related to disuse atrophy and calcium handling.

### 5.4. Transcription Factor Gene Expression with Aging

A recent study narrowly focused on multi-tissue conserved epigenetic regulation and the transcriptome (genes within 5000 base-pairs of transcription start sites) used the quadriceps of 6 and 24-month-old mice as part of their gene array analysis [38]. It is interesting to note that while they only reported and investigated a very narrow scope of genes, many of their top genes did not change significantly in our TA transcriptome within our cut-offs (adj. *p* < 0.05 and log2fc ≥ 1) at 6m and 24m—perhaps partly indicating a potential difference between the highly glycolytic fast twitch TA and the more oxidative quadriceps. Another likely explanation for the differences is that our DEG cut-off was much more stringent than the Sleiman et al. study where they included all genes with a false discovery rate of <10%, regardless of fold change.

However, if we instead compare 6m TA to 28m TA, we do see some evidence of transcriptional regulation alterations similar to Sleiman and colleagues [38]. By widening our scope of significance to include genes with padj < 0.05 and any log2fc, we see similar results in our data to what Sleiman and colleagues discovered: for transcription factors related to aging such as the SREBF family motifs (*SREB1 log2fc* −*0.61, and SREB2 log2fc* −*0.67, both padj* < 0.001) that are known to regulate lipid homeostasis, and *Mecp2* (*log2fc* −*0.30, padj* = 0.006) that represses expression of genes and is a regulator of normal neuron function. 

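Srebf1 had 53.0 ± 10.6 CPM (SD, n = 8 mice) at 28m and 81.4 ± 9.68 CPM (SD, n = 7 mice) at 6m, with a log2 fold change of -0.62 (standard error 0.12, adjusted p = 0.00150 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Srebf2 had a log2 fold change of -0.69 (standard error 0.20, adjusted p = 0.0119 from edgeR's test). In both genes, 7 of the 8 mice at 28m lay below every mouse at 6m. Removing the trend with gene length and GC content moved Srebf1 to a log2 fold change of -0.32, which did not pass, and Srebf2 to -0.37, which did. At 24m, Srebf1 had a log2 fold change of -0.77 (adjusted p = 0.0165 from edgeR's test), with all 7 mice below every mouse at 6m. With the trend removed, it was -0.72 at 24m and passed. Srebf2 did not pass at 24m (log2 fold change 0.060, adjusted p = 0.921 from edgeR's test).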

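Of the 10 genes Zbtb37, Zbtb7c, Zbtb46, Zbtb22, Zbtb48, Zbtb33, Zbtb10, Zbtb5, Zbtb11 and Zbtb20, 8 had an adjusted p under 0.05 at 28m by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The 2 that did not pass were Zbtb11, with a log2 fold change of -0.23 (standard error 0.10, adjusted p = 0.0715), and Zbtb20, with 0.34 (standard error 0.16, adjusted p = 0.100), both from edgeR's test. The largest change was that of Zbtb37, with a log2 fold change of -1.06 (standard error 0.34, adjusted p = 0.0187 from edgeR's test). Zbtb22, Zbtb48 and Zbtb20 were higher at 28m and the others lower. When 1 mouse was left out, Zbtb46, Zbtb22 and Zbtb48 passed in 14 of the 15 fits, Zbtb33 and Zbtb10 in 7, Zbtb5 in 4, and Zbtb11 and Zbtb20 in 1. After removal of the trend with gene length and GC content, Zbtb37, Zbtb46, Zbtb22, Zbtb10 and Zbtb5 no longer passed, and Zbtb20, with a log2 fold change of 1.01, did.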

We also see significant age-associated expression changes of members of the Zbt family (*log2fc: Zbtb37* −*1.06, Zbtb7c* −*0.63, Zbtb46* −*0.73, Zbtb22 0.25, Zbtb48 0.31, Zbtb33* −*0.29, Zbtb10* −*0.33, Zbtb5* −*0.30, Zbtb11* −*0.22, and Zbt20 0.34*) that code for the zinc finger and BTB domain-containing proteins which are known as transcriptional repressors. For example, ZBTB20 promotes production of pro-inflammatory cytokines by downstream activation of Toll-like receptors. In support, we uncovered that *Nfkbia* (Nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, alpha) increased expression *by log2fc 0.96*, and thus could be involved in reducing NF-κB transcription factor (confirmed significant reduced expression of *Nfkb1* is *log2fc* −*0.45*). Therefore, upregulation of ZBTB20 in our older mice would support increased inflammation—one hallmark of aging and one of the likely mechanisms contributing to muscle atrophy.

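Nfkbia had 44.8 ± 12.7 CPM (SD, n = 8 mice) at 28m and 23.2 ± 1.28 CPM (SD, n = 7 mice) at 6m, a log2 fold change of 0.95 (standard error 0.15, adjusted p = 0.000538 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Nfkb1 the log2 fold change was -0.45 (standard error 0.07, adjusted p = 0.000485 from edgeR's test). All 8 mice at 28m lay above the 6m mice for Nfkbia and below them for Nfkb1. Removal of the trend with gene length and GC content left a log2 fold change of 0.55 for Nfkbia, which passed, and -0.04 for Nfkb1, which did not. In 6m replicate 4, the log2 difference of Nfkb1 between its first and second library was -0.56.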

Furthermore, we inputted our list of DEGs from Table S10 (|R| ≥ 0.70) into https://maayanlab.cloud/Enrichr/ (accessed on 18 March 2023) to analyze transcription [33–35]. Interestingly, the transcription factor *CEBPD* (CCAAT Enhancer Binding Protein Delta) with the third highest combined score *(25.543)* was also on the list of DEGs, being downregulated and negatively associated with CFAB (*log2fc* −*1.025, and R* = −*0.792*). CEBPD had 20/413 curated genes present in our dataset (*Usp244, Cdk19, Mbd5, Bmpr2, Nhlrc3, Mme, Crybg3, Lamc3, Heg1, Nbeal1, Sorcs1, Lamc1, Bicc1, Btaf1, Palld, Psd3, Rel, Fat1, Wdfy3, and Trpm3*). CEBPD is a tumor suppressor and an important regulator of immune and inflammatory response [39]. CEBPD may also be involved in cell motility by altering cytoskeletal dynamics [40]. The data suggests that CEBPD could potentially be a master transcription factor regulator of age-related gene expression related to physical function that is itself regulated with age. Further investigation is warranted.

### 5.5. Denervation and Neuromuscular Junction Degradation

The skeletal muscle acetylcholine receptor (AChR) accepts the acetylcholine ligand diffusing across the synaptic cleft after being exported via exocytosis from the motor end plate of the innervating motor neuron when an action potential is propagated. AChR has 5 different subunits: α, β, δ, ε, and γ. The complex consists of 2α, 2β, 1δ, and 1ε (in mature muscle cells) or γ (in embryonic or denervated myofibers). Chrng (acetylcholine receptor subunit gamma) is only expressed in mature skeletal muscle after denervation [41]—with the ε subunit returning long after denervation [42]. We found a *log2fc of 3.599*, equivalent to a 1211% increase, in *Chrng* in 6m–28m (*R = 0.46* with CFAB); but *Chrne* (epsilon subunit) was increased by only *log2fc 0.50*, indicating an 860% relative increase of Chrng versus Chrne, suggesting increased denervation flux in older mice. This provides further evidence that denervated muscle fibers in older animals tend to be less robustly reinnervated than in younger animals [43]. 

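Chrng, on chromosome 1 from 87204657 to 87212694, had 3.13 ± 4.42 CPM (SD, n = 8 mice) at 28m and 0.260 ± 0.347 CPM (SD, n = 7 mice) at 6m, with 0 to 24 counts in the 6m libraries. The log2 fold change was 3.52 (standard error 0.81, adjusted p = 0.00322 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 5 of the 8 mice at 28m lay above every mouse at 6m. Replicate 6 at 28m had 14.1 CPM, and without it the log2 fold change was 2.56, while without replicate 2 at 6m it was 4.46. At 24m, Chrng had a log2 fold change of 4.97 (standard error 1.13, adjusted p = 0.121 from edgeR's test), which did not pass, and 5 of the 7 mice lay above every mouse at 6m. DESeq2 gave Chrng an adjusted p of 0.00138 at 24m, and leaving out 1 mouse moved its log2 fold change in edgeR between 4.05 and 6.07. Chrne, on chromosome 11 from 70614883 to 70619216, had 19.0 ± 4.17 CPM at 28m and 13.5 ± 2.07 CPM at 6m, with a log2 fold change of 0.50 (standard error 0.13, adjusted p = 0.00796 from edgeR's test), and all 8 mice at 28m lay above every mouse at 6m. Without the trend with gene length and GC content, the log2 fold change of Chrne was 0.16 and did not pass. From the larger rise of the gamma than of the epsilon subunit, the paper proposes an increased flux of denervation in older mice.

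**Figure D2:**
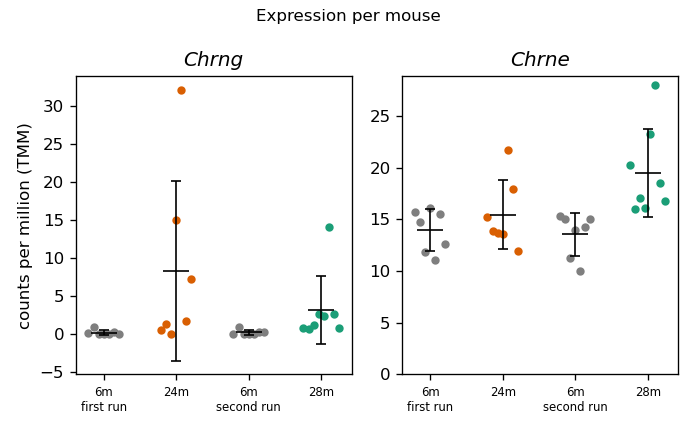
CPM of Chrng and Chrne in each mouse, in the 6m and 24m mice of the first run and the 6m and 28m mice of the second run. Points are mice, and lines give the mean and SD of the 7 mice per group, or 8 at 28m. A single 28m mouse has 14.1 CPM of Chrng, and the other 28m mice are between 0.652 and 2.72.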

Eventually, myofiber death and muscle atrophy occurs in fibers that are not reinnervated [43]. Additionally, older animals may exhibit a fiber type shift to a more type 1 slow twitch fiber composition. This occurs as the denervated type 2 muscle fibers (generally larger and producing more force at a greater contractile velocity than type 1 myofibers) are more often reinnervated with type 1 motor neurons in older animals, which then drives a phenotypic shift towards the type 1 myofiber [44]. This combination of switching to less powerful myofiber type (power equaling force times velocity), coupled with an overall loss in the total number of fibers (not to mention atrophy, and thus loss of force, from other causes) may lead to a reduction in peak power generation in older muscle [11].

The formation of the motor endplate, in particular, the clustering of ACHRs is propagated by the release of agrin by a motor neuron, which binds to the MuSK receptor (and dystroclycan and laminin to form a stabile scaffold), causing MuSK to phosphorylate and to downstream activate and recruit casein kinase 2 (Csnk2), rapsyn (Rapsn), and Dok-7 to form the ACHR clusters. Motor neuron outgrowth and attachment to myofibers requires the expression of MuSK and Agrin at the motor end plate [45]. Agrin acts to stabilize the MuSK receptor to the extracellular matrix and the cytoskeleton, forming a focal point for ACHR clustering [46]. However, Musk and Agrin genes did not significantly alter in our samples (log2fc −0.627 and −0.390, respectively). On the other hand, DOK4 is a peptide involved in neuronal outgrowth that was significantly declined (gene log2fc −0.64), and is upstream of both Rap1 (a g-coupled protein) and the ERK pathway. 

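Musk had 8.45 ± 6.34 CPM (SD, n = 8 mice) at 28m and 13.0 ± 5.37 CPM (SD, n = 7 mice) at 6m, a log2 fold change of -0.62 (standard error 0.42, adjusted p = 0.222 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Agrn had 17.4 ± 6.24 CPM at 28m and 22.9 ± 2.67 CPM at 6m, a log2 fold change of -0.39 (standard error 0.19, adjusted p = 0.102 from edgeR's test). For both genes, 5 of the 8 mice at 28m lay below every mouse at 6m. Musk passed in 0 of the 15 fits without a mouse and Agrn in 2. Once the trend with gene length and GC content was removed, the log2 fold change of Agrn was 0.0051 (adjusted p = 0.974 from edgeR's test), which did not pass.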

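The CPM of Dok4 was 5.35 ± 1.60 (SD, n = 8 mice) at 28m and 8.37 ± 1.15 (SD, n = 7 mice) at 6m, a log2 fold change of -0.64 (standard error 0.17, adjusted p = 0.00684 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 8 mice at 28m, 6 lay below every mouse at 6m, and the gene passed in all 15 fits that left out 1 mouse.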

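Trim9, on chromosome 12 from 70244533 to 70347614, had 0 to 3 counts in the libraries of the 7 mice at 6m and 0 or 1 in those of the 8 mice at 28m. It fell under the filter on low counts, and no fold change is given for it at this depth. DESeq2, applied without that filter, gave it an adjusted p of 0.0482. The counts added up to 11 over the 6m libraries and 2 over the 28m libraries.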

Interestingly, Trim9 declined 5.69-fold in our 28m TA (log2fc −2.51). Trim9 is a negative regulator of synaptic vesicle transmission that acts as a ubiquitin ligase to regulate the SNARE complex formation, and is important for axon guidance [47,48]. These findings of our current study suggest that if the gene expression changes are truly linked to protein expression alterations and resulting mechanisms, then reinnervation may be failing due to failures in axon guidance and outgrowth, per se, not from failure to attach to the motor endplate. Note that the top gene ontology enrichments from GOrilla include G protein-coupled acetylcholine receptor activity (*enrichment 26.29*), axon guidance receptor activity (*enrichment 14.32*), and acetylcholine receptor activity (*enrichment 13.63*), all of which hint at alterations in gene expression related to the motor endplate (see Table S5). Obviously, more work is needed to confirm this hypothesis.

A recent RNAseq study of the TA muscle using a mouse stroke model in 5 m mice found altered transcriptomes compared to age-matched non-stroke mice including: an upregulation in stroke mice >log2fc1 of Gadd45a, Shroom3, Chrna2, and MuSK, along with downregulation (log2fc < −1) of P2ry1 [49]. Corresponding to the Ferrandi and colleagues findings, our study found some similar changes in 6m to 28m TA: *Chrna9 (log2fc1.05, padj = 6.01* × *10*^−*6*^*, R = 0.44 with CFAB); Gadd45a (log2fc 2.11, padj = 4.2* × *10*^−*11*^*, R = 0.57 with CFAB); and Gadd45g (log2fc 1.18, padj = 1.1* × *10*^−*5*^*, R = 0.73 with CFAB)*; Shroom3 was not significantly different, but *Shroom4 decreased (*−*1.94 log2fc, padj = 0.016*); as did *P2ry1 (log2fc* −*1.08, padj = 0.048, R = 0.765 with CFAB)*. This suggests that some age-associated denervation related transcriptomic changes in normal aging may resemble stroke-induced effects found in younger mice.

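Gadd45a rose at 28m to 80.4 ± 46.4 CPM (SD, n = 8 mice) from 18.6 ± 4.10 CPM (SD, n = 7 mice) at 6m, a log2 fold change of 2.11 (standard error 0.30, adjusted p = 0.000346 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with all 8 mice above every mouse at 6m. Gadd45g had a log2 fold change of 1.17 (standard error 0.24, adjusted p = 0.00157 from edgeR's test). Chrna9, with 2 to 8 counts per library at 6m and 5 to 45 at 28m, had a log2 fold change of 1.84 (standard error 0.44, adjusted p = 0.00395 from edgeR's test). Shroom3 did not pass (log2 fold change 0.40, standard error 0.33, adjusted p = 0.321 from edgeR's test). After removal of the trend with gene length and GC content it was 0.89 and passed. Shroom4 fell by 1.94 on the log2 scale, with 7 of the 8 mice at 28m below every mouse at 6m, and P2ry1 by 1.08, with all 8. Their adjusted p values from edgeR's test were 0.0119 and 0.000204.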

### 5.6. DEGs Analysis

Barns and colleagues used gene arrays on quadriceps and gastrocnemius muscles from n = 4 female mice at various age groups (3m, 15, 24, 29m) to compare 24m to 29m mice and found changes in neuromuscular junction genes, similar to our own observations in male TA [50]. In that study, the baseline group were juvenile 3-month (long bone growth does not cease until around 4.5m) female mice, which makes direct comparison to our study complicated, particularly since the groups compared were 3m–15m, 15m–24m, 15m–29m, and 24m–29m [50]. Schaum and colleagues in 2020 published a comprehensive NGS RNAseq study of the TA muscle across the lifespan [15]. This study had both female (n = 2) and male mice (n = 4), but did not examine any functional data, though they did compare gene expression to protein expression.

Shavlakadze and colleagues [16] completed a robust multiple tissue rat gene expression map (including gastrocnemius muscle) in 7 different age groups and noted 13 genes that changed with age in common in 4 tissues examined, including *Psmb8 (in our study: log2fc 1.47, R = 0.56 with CFAB)*, *Tspo (our study: log2fc1.6, R = 0.73 with CFAB)*, *Irf7 (in our study: log2fc 1.18, R = 0.56 with CFAB), Ms4aga (aka: Cda01, in our study: Cda log2fc 1.04, R = 0.44 with CFAB), Isg15 (in our study: log2fc 1.50, R = 0.57 with CFAB).* The Shavlakadze study promotes the hypothesis that there are common age-related gene expression changes across multiple tissues and potentially species. Therefore, a similar experiment using mice would be instructive to note any differences between rat and mouse age-related gene expression common over multiple tissues [16].

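At 28m, Psmb8, Tspo, Irf7, Cda and Isg15 were all higher than at 6m, with adjusted p values between 0.000771 for Tspo and 0.0172 for Cda from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Their log2 fold changes were 1.45 for Psmb8, 1.12 for Tspo, 1.16 for Irf7, 1.02 for Cda and 1.47 for Isg15, with standard errors between 0.20 for Tspo and 0.42 for Isg15. Tspo had 31.8 ± 10.8 CPM (SD, n = 8 mice) at 28m and 14.6 ± 2.85 CPM (SD, n = 7 mice) at 6m, and 7 of the 8 lay above every mouse at 6m. Each gene passed in all 15 fits that left out 1 mouse. With the trend with gene length and GC content removed, Cda and Isg15 did not pass.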

With the ubiquitous use of the mouse model in aging, mechanistic, and pharmaceutical research, understanding both parallels and differences in age-associated gene expression with humans as related to functional decline is a necessary future undertaking. A recent comparative study of gene array data of skeletal muscle in mice and humans by Zhuang and colleagues revealed 249 homologous overlapping age-related genes, but noted 6333 differentially expressed skeletal muscle genes between under 30-year-olds and over 65-year-old humans—very similar to our finding of *6587* in 6m–28m; however, the ages of the mice were not given in this study, so comparisons to our work are limited [17]. It is important to note that the age of the older mice plays a key role in differential gene expression, as we have uncovered in our study. More research is needed to establish age-associated gene expression changes related to functional decline in humans, and which of these overlap with mice.

### 5.7. Temporal Signatures in Gene Expression

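The model of all 29 libraries, with age and run as terms, tested for each of 13455 genes whether the change from 6m to 28m differed from the change from 6m to 24m. No gene, 0 of 13455, had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (smallest adjusted p = 0.398), and 1611 had an unadjusted p under 0.05. DESeq2, which moved this count most, gave 4 genes. The model treated the libraries of a 6m mouse from both runs as independent. Limma-voom with the mouse as a block gave 0 genes past the adjusted limit, with a smallest adjusted p of 0.0544, and 2836 at an unadjusted p under 0.05. The number of DEGs was 92.6 times as large at 28m as at 24m, and with DESeq2 8.31 times. Across the 12942 genes tested at both ages, the log2 fold changes had a Pearson correlation of 0.719 and a Spearman correlation of 0.714, where genes are not independent replicates and both ages share their 6m mice. Simulated groups with no change that shared their 6m mice gave a median Pearson correlation of 0.278. The simulation drew each gene independently, so it leaves out the variation that genes share within a library. The median absolute log2 fold change was 0.338 at 28m and 0.176 at 24m. The 436 lower DEGs of 28m that were tested at 24m had medians of -1.24 at 28m and -0.378 at 24m. For the 289 higher DEGs the medians were 1.19 and 0.954. These DEGs were chosen for their difference at 28m, which favours larger values there. From the larger number of changes at 28m than at 24m, the paper proposes an acceleration of age-related change between these ages.

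**Figure D3:**
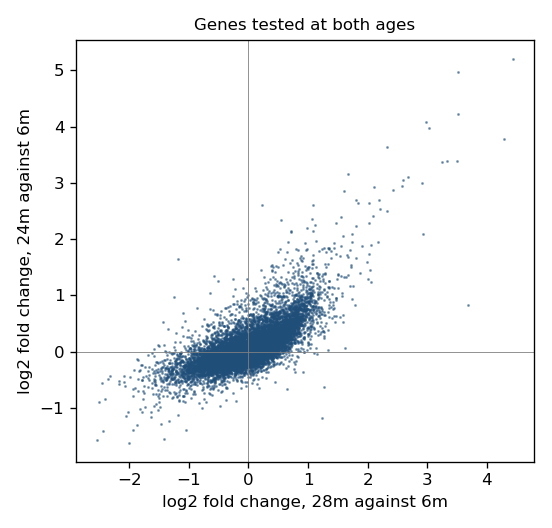
Log2 fold change against 6m at 28m (horizontal axis) and at 24m (vertical axis) for each of the 12942 genes tested at both ages, 1 point per gene.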

According to our findings, mice experience a rapid transcriptomic change between 24m and 28m, suggesting that mice at the older age are experiencing far more age-related changes than relatively younger mice—in effect, an acceleration of age-related changes occurred in the 28m compared to the 24m. Kang and colleagues demonstrated a similar gene expression pattern to our observation, finding a greater change in 28m versus 24m mouse muscle [51]. They observed gene expression changes to be accelerating as mice age from 24m to 28m. They proposed that distinct aging profiles exist at early/gradual aging (24m) and late/accelerated aging (28m). However, their study used a juvenile reference group (aged 2m), making direct data comparisons to our current study difficult, because their control group were adolescent mice still experiencing long bone growth [51].

Recent work by Schaum and colleagues also underscores the importance of temporal relationships in RNAseq data [15]. Schaum and colleagues performed an elegant and comprehensive analysis of multiple tissues (17 organs) over multiple timepoints (10 ages), albeit with only n = 4 per group. They note that there are distinct patterns of aging conserved between organ systems that differ in their age of onset and degree of change. Of particular interest to us was their inclusion of tibialis anterior muscle as one of the representative organs. They show a vast increase in differential expression between 27m compared to 24m; similar to our findings of increased changes between 6m–24m and 6m–28m. However, direct comparisons of datasets between the studies are complicated by their use of 3m controls for differential gene expression and use of different cut-off criteria (see https://twc-stanford.shinyapps.io/maca/, accessed on 3 March 2022).

Interestingly, the PCA analysis of the DEGs (Figure 4) suggests distinct groupings of the older mice. For example, one group in the 24m completely overlaps with the 6m. In the 28m, there is one grouping closer to 6m and one further away. 

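The score of each 28m mouse on the first component was compared with the trend of its expression with gene length, a comparison chosen after seeing the data. The trend was the Spearman correlation, across genes, between exonic length and the mouse's difference from the mean of the 6m libraries. Replicates 4 and 8 at 28m had first-component scores of -1.24 and -2.71, and length correlations of -0.122 and -0.0744. The other 6 mice had scores between 3.13 and 19.3 and length correlations between -0.528 and -0.258. Across the 8 mice, Pearson's r was -0.865 (exact permutation p = 0.00618, adjusted p = 0.00926) and Spearman's rho -0.905 (exact permutation p = 0.00456, adjusted p = 0.00926). Without replicates 8 and 4, which lie farthest from the median length correlation, r was -0.669 (exact permutation p = 0.138, adjusted p = 0.138 over these 3 tests). The sign stayed the same. With 6 mice over a narrower range, this test cannot decide whether the relation rests on replicates 8 and 4. The first component also separates the 28m from the 6m mice, and the changes at 28m fall with gene length. Both measures thus follow the distance of a mouse from the 6m mice and are related in part by construction. The p-values therefore cannot show that the length trend causes the differences between the 28m mice.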

Speculatively, we suggest that those with PCA signatures closer to that of the younger mice may reflect mice undergoing so-called successful aging. However, more work is needed to determine these relationships, which may indicate different levels of gene expression based upon differential functional aging.

### 5.8. Bedrest, Disuse Atrophy, and Exercise

As reported by Mahmassani et al. 2019, after a 5-day period of bedrest, 61 genes were differentially expressed (pre-post) in the vastus lateralis of younger adults compared to older, with 51 of these genes changing only in young adults to levels equivalent to older adults at baseline, suggesting in some ways that older muscle resembles adult muscle suffering from disuse atrophy [52]. 

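Rps4x had 235 ± 75.5 CPM (SD, n = 8 mice) at 28m and 124 ± 5.83 CPM (SD, n = 7 mice) at 6m, a log2 fold change of 0.92 (standard error 0.16, adjusted p = 0.000847 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Fasn and Pfkfb3 fell by 0.69 and 1.10 on the log2 scale (standard errors 0.24 and 0.39, adjusted p = 0.0266 and 0.0306 from edgeR's test). When 1 mouse was left out, Fasn passed in 13 of the 15 fits and Pfkfb3 in 11. With the trend with gene length and GC content removed, neither passed.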

In our study we determined that of the top 10 genes they touted as being differentially upregulated in younger mice during bedrest, in our oldest mice *Fasn*, *Pfkfb3*, and *Rps4x* were significantly expressed differentially from adult mice (with *log2fc of* −*0.679,* −*1.09, and 0.93*, respectively). However, in their top 10 downregulated genes in adult humans after bedrest, only *Nov (*−*0.545 log2fc, trend padj = 0.067), Apln (0.81 log2fc, trend padj = 0.067),* and *Myl12a (1.39 log2fc, padj = 4* × *10*^−*10*^*)* were altered in our 28-month-old group compared to the 6-month. 

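Myl12a rose to 406 ± 170 CPM (SD, n = 8 mice) at 28m from 156 ± 15.1 CPM (SD, n = 7 mice) at 6m, a log2 fold change of 1.38 (standard error 0.20, adjusted p = 0.000342 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change was -0.56 for Nov (standard error 0.25, adjusted p = 0.0717) and 0.80 for Apln (standard error 0.39, adjusted p = 0.102), both from edgeR's test. Nov passed in 2 of the 15 fits that left out 1 mouse and Apln in 1. For Apln, the log2 fold change without 28m replicate 5 was 0.35. With the trend with gene length and GC content removed, Nov passed, with a log2 fold change of -0.81.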

Fisher and colleagues used tetrodotoxin administration as a model of reversible denervation-induced disuse atrophy, and demonstrated that there was a time course dependent relationship for various gene expression changes [53]. With four of their top 7 differentially expressed atrophy-related genes also showing changes in our 28-month-old mice, if protein expression changes are similar to the gene expression changes, our data suggests that older muscle dysfunction may partly be due to chronic disuse patterns [53]. This presents an intriguing concept for future deliberation to determine which elements of acute detraining/disuse could be contributing to long-term disuse atrophy in older adults and which of these might be ablated by minimal increases in activity rates or other interventions to preserve function.

Exercise in its many forms has been shown to improve or preserve physical function during aging [3,10,18,54–56]. In recent work, Pillon and colleagues sought to catalogue gene expression changes resulting from exercise in human skeletal muscle using meta-analysis techniques on 66 previously published datasets [57]. Interestingly, they found 25 genes that changed commonly in both aerobic and resistance training. However, they included all genes with a false discovery rate (FDR) <0.1%, and had no cut-off standard for log2fc—making comparisons to our more strictly controlled dataset challenging. That being said, a number of the genes (or similar homologues in mice) identified as responsive to exercise and inactivity (Table 3 in Pillon et al.) were also found in our study to both be age-related and strongly associated with function (CFAB), including the following: *Cyr61 (log2fc 1.2, R* = −*0.83), Gadd45g (log2fc 1.2, R* = −*0.78), Ankrnd1 (log2fc 2.7, R* = −*0.75), Dyrk2 (log2fc* −*1.3, R = 0.73), Itga1 (log2fc* −*1.2, R = 0.84)* but not ITGA6 (Pillon et al.), *Atf7 (log2fc* −*1.6, R = 0.73)* but not ATF3 (Pillon et al.), Lgals3 *(log2fc 2.0, R = 0.78)* but not LGALSL (Pillon et al.,), *Nr1d1 (log2fc* −*1.0, R = 0.83)* and *Nr5a2 (log2fc* −*1.728, R = 0.77)* but not NR4A3 (Pillon et al.), FHL5 (log2fc −1.4, R = 0.72) but not FHL3 (Pillon et al.), two of the *COL family (Col4a4 and Col6a6)* but not COL3A1, COL4A4 or COL1A2 (Pillon et al.), and *Myh10* but not MYH1 or MYH9 (Pillon et al.). 

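Of the genes named, Nr5a2 fell under the filter on low counts, with 0 to 10 counts per library at 28m and 6 to 17 at 6m. Cyr61, Ankrd1 and Lgals3 were higher at 28m, with log2 fold changes of 1.20, 2.67 and 2.05. Dyrk2, Itga1, Atf7, Nr1d1, Fhl5, Col4a4, Col6a6 and Myh10 were lower, with log2 fold changes between -2.18 for Col6a6 and -1.02 for Nr1d1. The adjusted p values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were between 8.93e-05 for Cyr61 and Ankrd1 and 0.00627 for Fhl5. All 8 mice at 28m lay beyond every mouse at 6m in each gene except Lgals3, Fhl5 and Myh10. Each passed in all 15 fits that left out 1 mouse, and Lgals3 had a log2 fold change of 1.41 without 28m replicate 7.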

Using the authors’ elegant meta-analysis tool (found at https://metamex.eu/, accessed on 12 May 2023), we examined our top 71 DEGs (|R| > 0.80) with CFAB in human studies and found that, of those annotated by the authors, Plekhg1, Kdr, Pde4a, Pcdh12, Lynx1, Tspan18, Akap12, Col4a3, Psd3, Atp2b4, Heatr5a, Hspg2, Col4a2, Lama3, Slc25a36, Col4a1, Amy1, and Depdc7 were altered in expression by exercise in humans, while Cebpb was affected by inactivity but did not change with exercise. This data highlights the translatable importance of our gene set, while suggesting that exercise might alter the expression of many of these genes to potentially result in improved physical function.

### 5.9. Caveats

First of all, it is well-established that alterations in gene expression are often not equivalent to alterations in protein expression; in effect, the transcriptome ≠ proteome. We also fully acknowledge that correlation ≠ causation, and any potential links between DEGs and function need further mechanistic (i.e., gain/loss of function) determination to be validated. Thus, our upcoming work will investigate the protein abundance of physiologically relevant gene expression changes. Furthermore, we will begin to determine cellular signaling mechanisms connecting the numerous potential sequences of events.

Secondly, this study included male mice at three age-groups, and a single muscle, so any sexual dimorphisms or muscle-specific differences were not explored. We assumed that the TA muscle was representative of any of the primarily fast twitch ambulatory muscles throughout the mouse and, thus, that age-related gene expression changes would be similar in those other muscles. We used the entire TA to isolate total RNA to ensure all tissues of the muscle organ were represented. Future work examining single cell RNAseq and spatial RNAseq is a natural follow-up to the current study.

## 6. Conclusions

Despite the limitations noted above, we believe this dataset demonstrates novel potential links between age-associated changes in skeletal gene expression and overall physical function status. Importantly, we identified the differential gene expression of components and biological processes connected to the motor end plate as being both highly altered with aging and having strong associations with physical function. Additionally, we provided evidence that age-related changes and association with physical function of DEGs was accelerated in mice between 24m and 28m, hinting at a need for more investigation of mice at older ages. While more work is needed to determine the physiological relevance of the many changes uncovered, and to determine proteomic alterations and sexual dimorphisms, the multiple datasets presented herein may provide leads to help begin to characterize cellular mechanisms responsible for how age induces declines in muscle health and physical function.

## Supplementary Material

JAL3020013 Supplementary Material

## Figures and Tables

**Figure 1.**
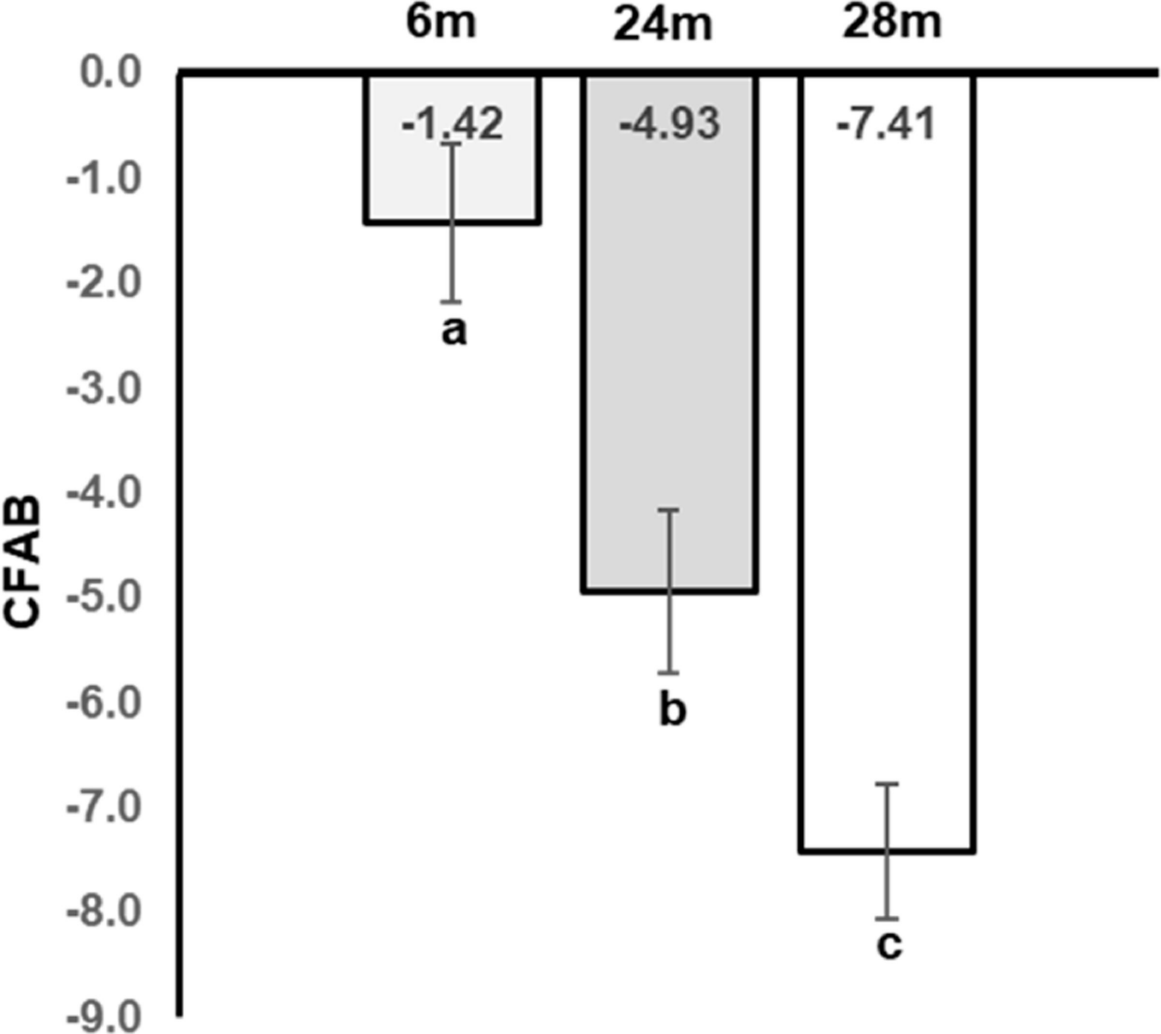
Declining Physical Function with Age. M = months, different letters indicate statistical significance. Statistics are from 1-way ANOVA with Least Significant Differences post hoc testing. Note: This data was a subset of previously published data and is shown for representative purposes only. For an understanding of the statistical relationships of the data, please refer to the original text [9].

**Figure 2.**
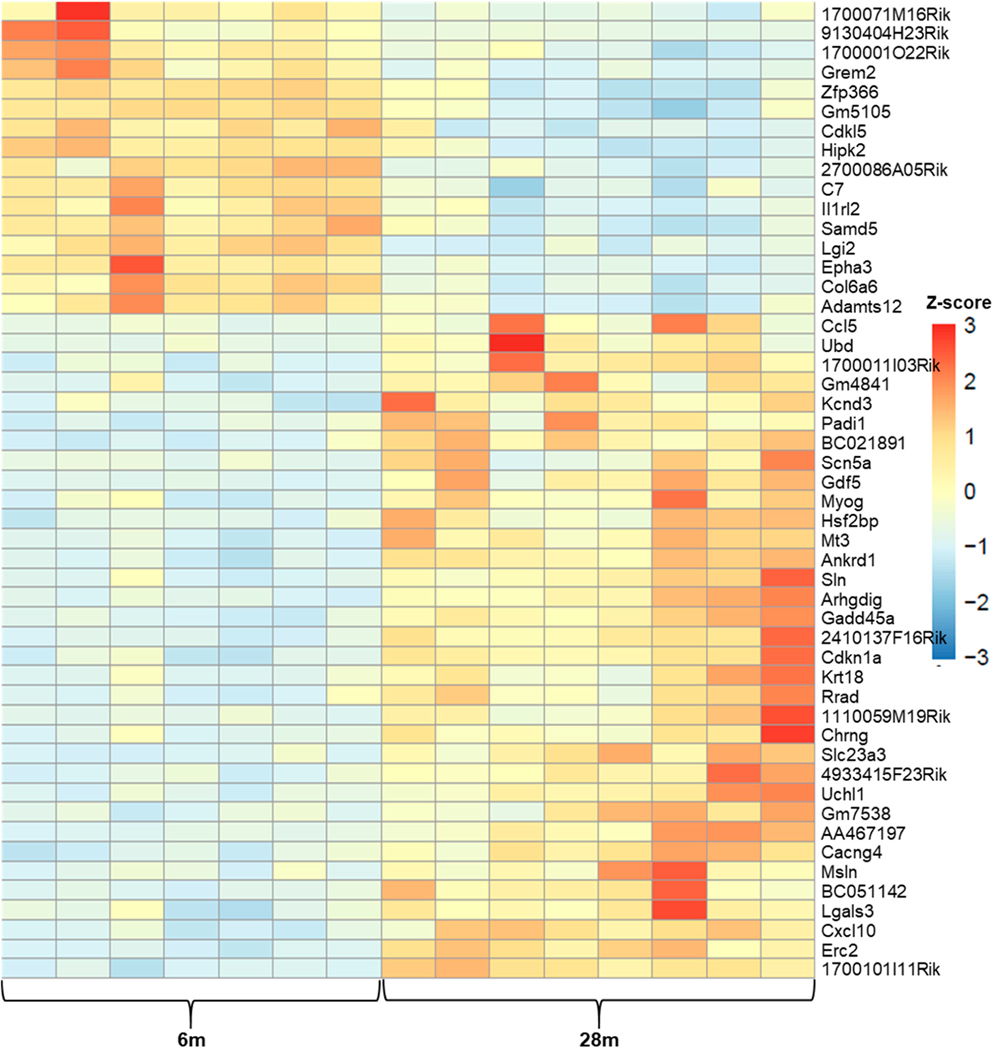
6m vs. 28m Top 50 Z-scores Heatmap. The names of the genes are to the right of each row, and each column = expression data from an individual mouse, 6m = 6-month-old and 28m = 28-month-old mice; color coded key to fold change z-score is on the right, with red the highest (+3) and dark blue the lowest (−3).

**Figure 3.**
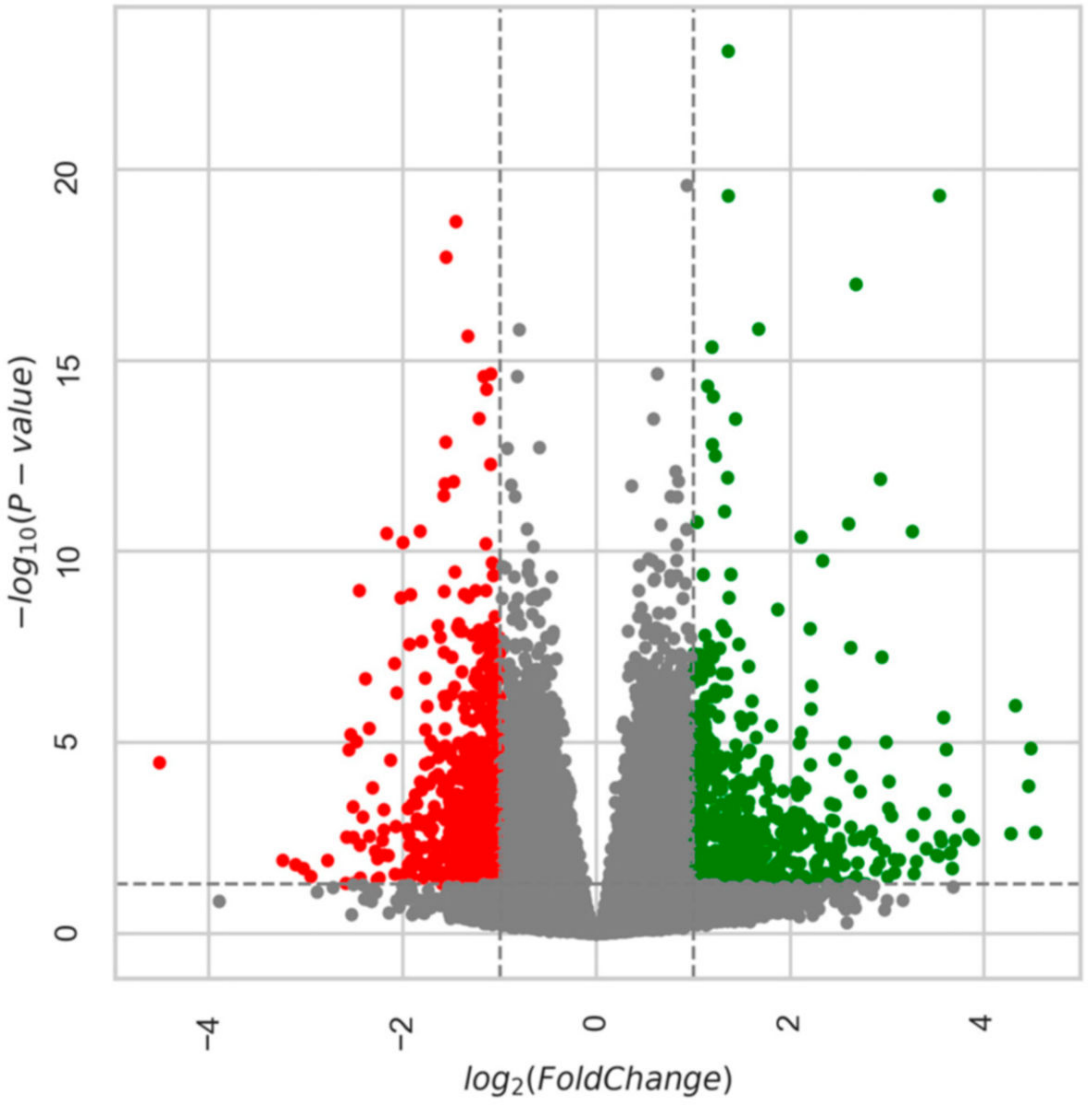
Volcano Plot: 6m vs. 28m. Each dot (red indicates downregulated gene expression with age and green indicates upregulated) represents one gene with the log2 fold change on the x-axis and the adjusted *p*-value on the y-axis. Dashed lines indicate the cut-offs of adjusted *p*-value < 0.05 (horizontal line) and log2 fold change >|1| as the two vertical lines. All colored circles were considered significantly different gene expressions with age. 6m = 6-month-old mice and 28m = 28-month-old mice.

**Figure 4.**
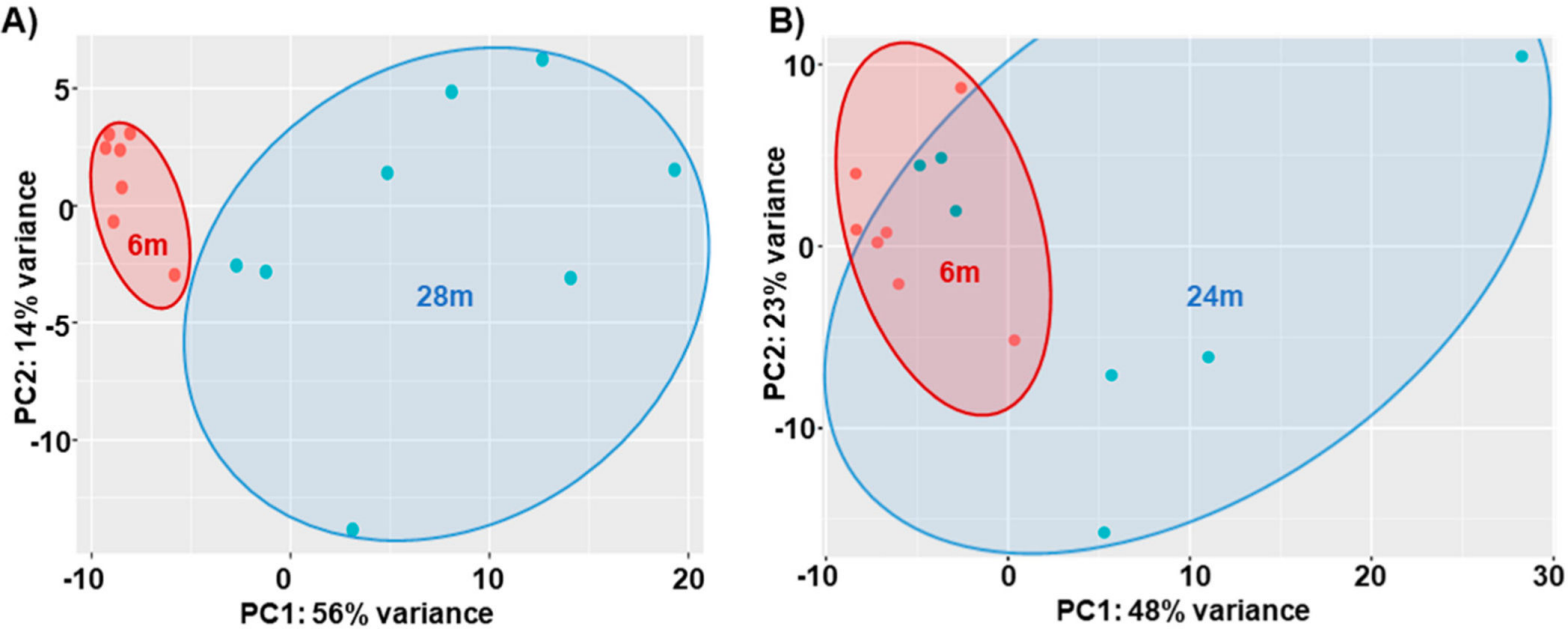
PCA Plots. (**A**) 6m vs. 28m; (**B**) 6m vs. 24m Key: 6m = 6 months old, 28m = 28 months old, PCA = principal components analysis, PC = principal component, and percent variance indicates how much of the variability between subjects is explained by the components, red dots = 6m and green dots = 28m.

**Table 1.** Mouse Characteristics.

Age	n	Body Mass	Total Muscle	TA

months		g	mg	mg
6	8	33.04 ± 0.42	286.75 ± 6.97	58.39 ± 1.30
24	8	33.71 ± 0.67	254.52 ± 7.27 ^a^	50.14 ± 1.96 ^a^
28	8	31.01 ± 1.05	206.13 ± 5.75 ^b^	43.48 ± 0.96 ^b^

Body mass is the weight at tissue collection; Total Muscle is the combined mass of the mean extensor digitorum longus, tibialis anterior (TA), gastrocnemius, plantaris, and soleus muscle. Statistics are from a simple one-way ANOVA; different letters equal statistical significance at *p* < 0.05 using a Least Significant Differences post hoc test:

a different from 6m, and

b different from 6m and 24m.

**Table 2.** Top 30 Upregulated Aging Genes:

Gene_Id	AKA	NCIB Gene #	MGI #	log2fc	padj	Type

Bpifb1	LPLUNC1	228801	2137431	4.53	2.26 × 10^−3^	pc
Krt18	CK18, Endo B	16668	96692	4.49	1.43 × 10^−5^	pc
Ubd	Diubiquitin, FAT10	24108	1344410	4.46	1.38 × 10^−4^	pc
Sln	2310045A07Rik	66402	1913652	4.33	1.08 × 10^−6^	pc
Tac4	HK-1	93670	193,130	4.28	2.42 × 10^−3^	pc
Sprr1a	SPR1a	20753	106660	3.89	3.38 × 10^−3^	pc
Syt4	SytIV	20983	101759	3.85	2.65 × 10^−3^	pc
Dntt	Tdt	21673	98659	3.74	8.49 × 10^−4^	pc
Atp13a4	4631413J11Rik	224079	1924456	3.71	3.68 × 10^−3^	pc
Hamp2	HEPC2	66438	2153530	3.68	6.02 × 10^−2^	pc
1300002K09Rik	Stra6l, Rbpr2	74152	1921402	3.67	1.97 × 10^−2^	pc
4930558C23Rik	Ctxnd2	67654	1914904	3.66	7.45 × 10^−3^	pc
Ccl17	Scya17, TARC	20295	1329039	3.65	7.98 × 10^−3^	pc
1110059M19Rik	Prr32	68800	1916050	3.61	1.52 × 10^−5^	pc
Chrng	Achr-3, Acrg	11449	87895	3.60	1.78 × 10^−4^	pc
AA467197	NMES1	433470	3034182	3.59	2.21 × 10^−6^	pc
Neil3	C85903	234258	2384588	3.56	3.90 × 10^−3^	pc
Nppb	BNP, BNF	18158	97368	3.55	2.93 × 10^−3^	pc
Erc2	CAST, ELKS	238988	1098749	3.54	4.92 × 10^−20^	pc
Orm2	Orm-2, Agp1	18406	97444	3.53	9.31 × 10^−3^	pc
C130026I21Rik	4930565N07Rik	620078	3612702	3.51	8.89 × 10^−3^	pc
Olig1	Bhlhb6	50914	1355334	3.41	5.99 × 10^−3^	pc
F10	Cf10, Al1947	14058	103107	3.38	7.35 × 10^−4^	pc
Igfbp2	IBP-2	16008	96437	3.30	1.30 × 10^−2^	pc
Gbp1	Gbp2b, Mpa1	14468	95666	3.28	2.69 × 10^−2^	pc
Gm7609	EG665378	665378	3644536	3.27	2.67 × 10^−3^	pc
Gdf5	brp, CDMP-1	14563	95688	3.26	3.01 × 10^−11^	pc
Cd5l	AIM, Api6	11801	1334419	3.16	1.33 × 10^−1^	pc
Krt8	Card2, EndoA	16691	96705	3.13	1.17 × 10^−2^	pc
Cdca5	Sororin p35	67849	1915099	3.08	2.52 × 10^−2^	pc

6m vs. 28m: The 30 upregulated genes with the greatest |log2fc|. AKA = also known as, NCIB Gene is from https://www.ncbi.nlm.nih.gov/gene (accessed 3 January 2021), MGI = Mouse Genome Informatics from http://www.informatics.jax.org/marker (accessed 3 January 2021), log2fc = log base 2 fold change, adj. *p* = multiple comparison adjusted *p*-value.

**Table 3.** Top 30 Downregulated Aging Genes:

Gene_Id	AKA	NCIB Gene	MGI	log2fc	padj	Type

9130404H23Rik	Themis3	74556	1921806	−4.51	3.35 × 10^−5^	pc
5330417C22Rik	Elapor1	229722	1923930	−3.24	1.21 × 10^−2^	pc
Nlrp1c-ps	Nalp1c	627984	3582962	−3.11	1.56 × 10^−2^	pseudo
Oxct2a	Scot-t1	64059	1891061	−3.02	1.97 × 10^−2^	pc
1700001K23Rik		69319	1916569	−2.95	3.18 × 10^−2^	lncRNA
Kcng1	AW536275	241794	3616086	−2.78	1.21 × 10^−2^	pc
Gpr165	6530406P05Rik	76206	1923456	−2.59	4.81 × 10^−2^	pc
Fbxo48	A630050E13Rik	319701	2442569	−2.58	2.98 × 10^−3^	pc
1700071M16Rik		73504	1920754	−2.56	1.55 × 10^−5^	lncRNA
1700001O22Rik	1700113K14Rik	73598	1923631	−2.54	6.18 × 10^−6^	pc
Prap1	Upa	22264	893573	−2.51	4.80 × 10^−4^	pc
E130008D07Rik		545207	3584523	−2.51	3.02 × 10^−3^	lncRNA
Hrh4	H4R	225192	2429635	−2.51	5.20 × 10^−2^	pc
Trim9	mKIAA0282	94090	2137354	−2.51	4.82 × 10^−2^	pc
Zfp366	DC-SCRIPT	238803	2178429	−2.48	9.45 × 10^−6^	pc
Grem2	Prdc	23893	1344367	−2.45	1.06 × 10^−9^	pc
Rgag1	Rtl9, Mar9	209540	2685231	−2.44	4.84 × 10^−3^	pc
Duox2	LNOX2	214593	3036280	−2.44	3.50 × 10^−2^	pc
Nos1	bNOS, nNOS	18125	97360	−2.41	8.87 × 10^−4^	pc
4932411E22Rik	Ankfn1, nmf9	382543	2686021	−2.41	5.31 × 10^−2^	pc
Epha3	Cek4, End3	13837	99612	−2.38	2.15 × 10^−7^	pc
Il1rl2	IL-1Rrp2	107527	1913107	−2.35	4.27 × 10^−6^	pc
Nptxr	NPCD, NPR	73340	1920590	−2.34	2.83 × 10^−3^	pc
2700086A05Rik	Hoxaas3	72628	1919878	−2.31	1.53 × 10^−4^	anti-IncRNA
Gm16982		100036523	4439906	−2.28	6.93 × 10^−3^	IncRNA
Nrk	Nesk	27206	1351326	−2.27	3.87 × 10^−2^	pc
Hist1h2af	H2ac10, H2a-22	319173	2448309	−2.26	1.09 × 10^−2^	pc
Tll2		24087	1346044	−2.24	3.50 × 10^−2^	pc
Igsf9b	AI414108	235086	2685354	−2.21	3.63 × 10^−3^	pc
Necab1	Efcbp1, STIP-1	69352	1916602	−2.20	1.95 × 10^−3^	pc

6m vs. 28m: The 30 downregulated genes with the greatest |log2fc|. AKA = also known as, NCIB Gene is from https://www.ncbi.nlm.nih.gov/gene (accessed on 3 January 2021), MGI = Mouse Genome Informatics from http://www.informatics.jax.org/marker (accessed on 3 January 2021), log2fc = log base 2 fold change, adj. *p* = multiple comparison adjusted *p*-value.

**Table 4.** Age-Regulated Genes Associated with Physical Function:

Gene_Id	Slope	R	R^2^	Intercept	pval	log2fc	padj

Dclk3	0.041	0.899	0.809	3.864	5.073 × 10^−6^	−1.025	6.75 × 10^−4^
Plekhg1	0.085	0.896	0.803	7.093	6.124 × 10^−6^	−1.141	6.29 × 10^−11^
Zfp750	0.078	0.895	0.801	4.812	6.525 × 10^−6^	−1.571	1.12 × 10^−9^
Gabrd	−0.053	−0.886	0.784	3.839	1.125 × 10^−5^	1.201	4.12 × 10^−5^
Erc2	−0.172	−0.882	0.778	4.290	1.357 × 10^−5^	3.543	4.92 × 10^−20^
Ier3	−0.092	−0.881	0.777	7.172	1.405 × 10^−5^	1.227	3.14 × 10^−13^
P2ry1	0.086	0.881	0.776	8.163	1.456 × 10^−5^	−1.076	2.00 × 10^−10^
Kdr	0.114	0.880	0.775	10.616	1.506 × 10^−5^	−1.280	1.55 × 10^−8^
Pde4a	0.099	0.877	0.770	10.901	1.731 × 10^−5^	−1.211	3.34 × 10^−14^
Zyg11a	0.057	0.875	0.765	4.134	1.973 × 10^−5^	−1.329	1.51 × 10^−5^
Pcdh12	0.112	0.873	0.762	7.446	2.161 × 10^−5^	−1.273	2.35 × 10^−5^
Lynx1	0.096	0.873	0.762	12.112	2.162 × 10^−5^	−1.052	5.13 × 10^−7^
Lhfpl4	−0.047	−0.855	0.731	4.098	4.851 × 10^−5^	1.015	9.99 × 10^−5^
Tspan18	0.080	0.855	0.731	5.875	4.912 × 10^−5^	−1.120	4.08 × 10^−5^
Kcng4	0.104	0.853	0.728	10.729	5.212 × 10^−5^	−1.327	2.34 × 10^−16^
BC051142	−0.061	−0.850	0.723	2.516	5.983 × 10^−5^	2.462	2.77 × 10^−5^
Cacna2d4	0.118	0.849	0.721	8.663	6.176 × 10^−5^	−1.435	9.73 × 10^−9^
Spint2	−0.097	−0.844	0.712	6.437	7.667 × 10^−5^	1.436	3.42 × 10^−14^
Cyp1a1	−0.076	−0.842	0.709	4.882	8.145 × 10^−5^	1.211	1.04 × 10^−5^
Mmp15	0.088	0.841	0.707	9.482	8.653 × 10^−5^	−1.069	1.31 × 10^−8^
Vwa3a	0.066	0.841	0.707	4.803	8.676 × 10^−5^	−1.184	1.32 × 10^−4^
Frem1	0.055	0.839	0.704	4.218	9.120 × 10^−5^	−1.214	1.40 × 10^−4^
Gm5105	0.153	0.839	0.704	7.955	9.232 × 10^−5^	−1.930	2.69 × 10^−8^
Mfap3l	0.078	0.838	0.703	7.795	9.483 × 10^−5^	−1.089	2.27 × 10^−15^
Dnmt3a	0.090	0.837	0.701	10.929	9.949 × 10^−5^	−1.163	2.66 × 10^−15^
Rbm3	−0.104	−0.837	0.700	9.704	1.000 × 10^−4^	1.355	1.18 × 10^−12^
Akap12	0.082	0.836	0.698	8.347	1.050 × 10^−4^	−1.048	5.10 × 10^−9^
Col4a3	0.072	0.835	0.697	5.853	1.075 × 10^−4^	−1.081	7.96 × 10^−6^
Psd3	0.094	0.833	0.695	9.824	1.134 × 10^−4^	−1.119	6.34 × 10^−8^
Atp2b4	0.085	0.833	0.695	8.714	1.137 × 10^−4^	−1.134	5.74 × 10^−15^

6m vs. 28m (R^2^ ≥ 0.70) log2fc = log base 2 fold change, padj = multiple comparison adjusted *p*-value; R = correlation association, R^2^ = coefficient of determination; pval, slope and intercept from simple linear regression of the normalized log2fc of each gene from each mouse as the independent variable with the corresponding CFAB value as the dependent variable.

## Data Availability

The raw NGS RNAseq data is deposited in GEO (GSE152133). We have provided differential expression spreadsheets, additional figures/graphs, and methods in the Online Only Supplementary Files. Other data will be provided upon reasonable request to the corresponding author.

How the deposited data were processed for this re-analysis (not part of the article)

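Poly-A RNA of the whole tibialis anterior (TA) muscle was sequenced from 7 mice at 6m, 7 at 24m and 8 at 28m, in 29 libraries. The first run held the 24m mice and the 6m mice, and the second run held the 28m mice and new libraries of the same 7 mice at 6m. Which mice were sequenced in both runs was taken from the names of the columns, in which the second library of a mouse is marked as a repeat. The 6m libraries of a mouse deviated from the group means together, with a correlation across genes between 0.218 and 0.814 over the 7 mice.

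The authors aligned 75-base single-end reads to mm10 with STAR and counted the reads of each gene, and the counts were deposited without normalization. The table holds whole numbers for 22537 gene symbols, no entries for unassigned reads, and no column without a mapped sample. Which strand setting of the counting was used is not stated, so values of genes that overlap another gene, and of genes with near-identical copies such as those of ribosomal proteins, are uncertain. Total counts per library were between 17633475 and 33499162 with a median of 24250878, and the 10 most abundant genes held 24.8% of them on average. At this depth, genes with 3 counts or fewer in every library of a group are at the floor, and no fold change is given for them.

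Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept with filterByExpr and libraries scaled by TMM over the libraries of each comparison. The 28m mice were compared with the 6m libraries of the second run and the 24m mice with those of the first run, by the quasi-likelihood F test with Benjamini-Hochberg adjustment at 0.05. Genes with an absolute log2 fold change of at least 1 besides were called DEGs. A model of all libraries with age and run tested the difference between the 2 age effects, and the 6m libraries of the runs were compared with each other. Standard errors of log2 fold changes were derived from the test. Log2 CPM values used a prior count of 2.

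Principal components used the rlog values of DESeq2 1.42.0 for the 500 most variable genes. The spread within age groups was compared with an exact permutation test, two-sided, of the distances to the group mean. Sets of genes were tested with camera of limma 3.58.1, adjusted over the sets of a comparison. The sets were lists of markers of adipocytes, endothelial cells, erythrocytes, fibroblasts, immune cells, Schwann cells and nerve, tendon, slow fibres and fast fibres, genes that respond to denervation, and ribosomal protein genes, all written down before the data were examined. A set of mitochondrially encoded genes was planned and not run, because the table holds none of them. Genes of the Y chromosome and Xist were examined as a check of sex. Exonic length, GC content and positions came from a GENCODE annotation of GRCm38, matched by symbol for 20202 genes and by synonym for 1897, and 438 had no match. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

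The genes named are those for which the paper's text gives a value, the extremes of the paper's tables, figure and enriched sets, and, in each comparison, the 5 DEGs with the largest rise and the 5 with the largest fall among those in which all old mice lay above or below all 6m mice of their run. Single samples were examined only for a shorter list of genes written down beforehand, for library totals and for the first principal component. The alternatives were DESeq2, limma-voom, DESeq2's size factors, upper-quartile scaling, no filter on low counts, at least 10 counts in every library, a dispersion shared by all libraries, the 6m libraries of the other run, counts thinned to the smallest library, removal of a trend with gene length and GC content from each library, leaving out each mouse in turn, the mouse as a block, fry in place of camera, and other numbers of variable genes. The scripts for the tests across genes were tested on simulated data with known changes. Alternatives added later are named as such where they are reported.

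The CFAB scores, physical tests and muscle masses of single mice were not used here, so no correlation with physical ability was computed. Results for some genes are not reported here.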

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

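The tests of the gene length trend, of the first principal component of the 28m mice and of the first library of 6m replicate 4 were chosen only after the result was seen, and the other tests of this part before.

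Among 64 groups of values examined for a sample far from the others, 15 had one, where chance gives 3.2. Most lie in genes that are low in most mice, in which a single mouse with high expression stands apart easily, and mice recur among them.

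In 6m replicate 2, Sln had 9.17 CPM in the first run (others 0.804 to 2.40) and 8.44 CPM in the second (others 0.512 to 2.10), and Chrng had 0.953 CPM in the first (others 0 to 0.316) and 1.01 CPM in the second (others 0 to 0.286). The same mouse had a first-component score of -5.83 in the 28m comparison, against -9.30 to -8.07 in the other 6m mice. Since 2 separate libraries gave alike values, an error in 1 library does not explain them. Without this mouse, the log2 fold changes of Sln and Chrng at 28m were 5.12 and 4.46. No biological explanation was tested, and a difference of this mouse or of its muscle sample stays open.

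In 28m replicate 6, Sln had 225 CPM (others 6.24 to 50.8) and Chrng 14.1 CPM (others 0.652 to 2.72). These genes are both in the list of genes that respond to denervation. Each 28m mouse has 1 library, so a property of the mouse or its muscle sample cannot be separated from the library's preparation. Without this mouse, the log2 fold changes of Sln and Chrng were 3.19 and 2.56, and both passed.

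Ubd had 0.0904 CPM in the second library of 6m replicate 1 (others 0), which is 2 counts, and 1.22 CPM in 28m replicate 3 (others 0.0425 to 0.384). Trim9 had 0.106 CPM in the first library of 6m replicate 4 and 0.0677 CPM in 24m replicate 1, each 2 counts. Values at such counts carry no information on the mouse, with the exception of Ubd in 28m replicate 3 at 25 counts. No explanation of the latter was tested.

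Cebpd had 77.0 CPM in 28m replicate 2 (others 12.4 to 42.4). Gadd45a had 627 CPM in 24m replicate 4 (others 25.3 to 282), and Musk had 54.8 CPM in 24m replicate 5 (others 7.87 to 18.0). A technical cause was not tested for these 3 values, and the age of the mice does not separate them from their group.

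Agrn had 12.2 CPM in the first library of 6m replicate 4 (others 21.4 to 25.5). This library differs from the second library of the same mouse over many genes. In it, long genes are lower (Spearman correlation of the difference with length -0.546), and the difference correlates with the log2 fold changes at 28m computed without this mouse (0.693 across genes). Of the 11 genes called at 24m without this library, it lies nearer the other 6m libraries for 8. That count alone is too small to exclude a mislabelled sample. The library had 0.159 CPM of Erc2, against 1.71 to 3.57 in the 24m mice, and 2.27 CPM of Ak4, against 4.85 to 7.55. For these genes, which were chosen for their difference, the values argue against a swap with a 24m mouse. Library size does not explain it, since the total counts of the pair differ by 0.595%. Another mouse is argued against, weakly, by the correlation of its deviation with that of its own second library, 0.218, against 0.193 for the next mouse. A difference in library preparation or RNA quality may explain it and was not tested directly.

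Markers of fibroblasts and of endothelial cells were lower at 28m, and genes of ribosomal proteins higher, with median log2 fold changes of -1.07, -0.58 and 0.84. The paper's text does not name these lists, though it reports enriched gene sets for collagen binding and for vascular endothelial growth factor receptors. Camera adjusted p values were 0.00120, 0.00567 and 1.02e-23, and fry, which does not assume a fixed correlation, gave 0.0440, 0.000140 and 0.00222. With the trend with length and GC content removed, fry gave 0.132 for fibroblasts, 0.00149 for endothelial cells and 0.00149 for ribosomal proteins. Camera then gave 0.00153, 0.00537 and 1.80e-18, so the methods differ for fibroblasts. So that trend alone does not explain the endothelial and ribosomal protein genes. For the fibroblast genes it cannot be told apart from a change of their own under fry. However, 63 of 100 splits of the 15 libraries gave as many sets past the limit under camera as the real split, so the number of sets called by camera is no more than splits of the mice give. A lower share of all cells other than muscle fibres cannot be told apart from these changes, since no set of another cell type rose past the limit (smallest adjusted p under fry 0.338, and 0.432 with the trend removed). Of 18 fibroblast markers all 18 were tested and 10 are in Table S2, and of 18 endothelial markers 17 were tested and 2 are in that table. No marker is in another list. The most abundant endothelial marker, Cdh5, had 119 CPM at 6m and 65.4 CPM at 28m, and the most abundant fibroblast marker, Dcn, 365.7 and 330.3 CPM. Library preparation or RNA quality stays open for all 3 sets, and so does age.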

How the results depend on the processing

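The alternative cut-offs for DESeq2 and the fit without 6m replicate 4 were chosen only after the result was seen.

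Of the results that answer a comparison, 201 values under an alternative stayed on the same side, and 35 moved, 6 became weaker, 2 stronger and 1 reversed. For the single genes reported, 353 stayed the same, 18 became weaker, 11 stronger and 3 reversed. The cause was not tested except where stated.

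At 28m, 6140 genes passed. Only the 6m libraries of the other run moved the counts by more than 1.5 times, to 2981 genes (2902 of them shared) and 384 DEGs. Without the first library of 6m replicate 4, this fit gave 4820 genes and 585 DEGs. Upper-quartile scaling moved the share of higher DEGs from 303 of 741 to 362 of 746, limma-voom to 213 of 824, and DESeq2 to 540 of 1072. Leaving out 1 mouse gave 5297 genes (without 6m second run replicate 6) to 6688 (without 28m replicate 8), and 551 DEGs (without 28m replicate 7) to 968 (without 28m replicate 8).

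At 24m, the counts rest on the settings. With 11 genes and 8 DEGs as reported, DESeq2 gave 215 and 129, a dispersion shared by all libraries 152 and 85, the 6m libraries of the other run 46 and 21, and a minimum of 10 counts in every library 4 and 2, where fewer genes are tested. Removal of the trend with length and GC content gave 17 genes. Leaving out 1 mouse gave from 4 (without 6m first run replicate 5 or 6, and 5 without replicate 2) to 30 genes (without 24m replicate 4), and from 4 to 14 DEGs.

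The ratio of DEG counts was 92.6 as reported, 8.31 with DESeq2, 9.22 with the shared dispersion, 18.3 with the other run, 49.8 with the trend removed, and 251 with the minimum of 10 counts. Leaving out 1 mouse of the first run gave 52.9 to 185. DESeq2 called 4 genes as different between the ages, where edgeR called 0 (1611 at an unadjusted p under 0.05). The cut-offs of 0.055 and 0.95 with DESeq2 gave 1227 DEGs at 28m, and 234 genes and 146 DEGs at 24m.

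With the mouse as a block, the comparison of the 6m libraries of the 2 runs called 0 genes (1052 at an unadjusted p under 0.05), as without it (357). In the test of the difference between the ages, the replicate block in limma-voom called 0 genes (2836 unadjusted). The smallest adjusted p was 0.0544 with that block in limma-voom, and 0.398 in edgeR without it. The block changed no call. No paired analysis was possible within an age comparison, because old and 6m mice are different animals.

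The second component at 28m rose to 19.3% and the first at 24m to 58.7% with the 100 most variable genes. The spread at 24m with all genes past the filter, 20.8, no longer passed. The trend with length was -0.455 for genomic span.

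At 24m, 5 sets that camera called did not pass under fry, with medians of 1.72 (denervation, adjusted p 0.129), -0.30 (endothelial, 0.290), 0.66 (immune, 0.400), 0.45 (ribosomal proteins, 0.317) and 0.59 (slow fibres, 0.129). Fast fibres passed at 24m with the trend removed, with -0.22. At 28m, slow fibres (0.47) passed under fry. The median of fast fibres at 28m was -0.07 and with the trend removed -0.16, while the direction of the camera test turned from higher to lower, and neither passed.

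Removal of the trend turned the log2 fold change of Agrn at 28m to 0.0051. At 24m, leaving out 1 mouse moved Musk from -0.19 (without 24m replicate 5) to 0.77, and Agrn from -0.15 to 0.12 (without 24m replicate 4). None of these values passed the adjusted limit.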

Differences from the paper's values

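No tests were chosen after the results of this part were seen, apart from the wider cut-offs named below.

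At 28m, 741 DEGs were found against the paper's 1217, and 303 higher DEGs against the paper's 605. Of the alternatives set before the data were examined, DESeq2 (1072 and 540) and no filter on low counts (1093 and 536) came within 1.5 times both, limma-voom (824) only the former, and the others neither. DESeq2 with cut-offs of 0.055 and 0.95, chosen after seeing the values, gave 1227 and 614.

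At 24m, 11 genes passed against the paper's 234, 3 lower against the paper's 50 and 8 higher against the paper's 184. Among the alternatives set before the data were examined, DESeq2 came within 1.5 times all 3 values (215, 45 and 170), and the dispersion shared by all libraries only the last (133). The wider cut-offs with DESeq2, chosen after seeing the values, gave 234, 52 and 182.

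The DEGs at 24m were 8 against the paper's 138, 6 higher against the paper's 130 and 2 lower against the paper's 8. DESeq2 (129, 123 and 6) came within 1.5 times all 3, and no other alternative set before the data were examined came within 1.5 times any. The methods of the paper name DESeq2. The wider cut-offs, chosen after seeing the values, gave 146, 137 and 9.

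Mean total counts per library were 25820505 in the first run against the paper's 39366241 reads, and 23397825 in the second against the paper's 35287066. These are counts on genes and reads, which are different measures, and no alternative applies.

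The log2 fold change of Cebpd at 28m was 1.08 against the paper's -1.025. For Chrna9 it was 1.84 against the paper's 1.05, and for Tspo 1.12 against the paper's 1.6. DESeq2, DESeq2's size factors and removal of the trend with length and GC content, the alternatives set before the data were examined that were run for them, did not close any of these gaps. DESeq2 gave 1.10 for Cebpd, 1.86 for Chrna9 and 1.13 for Tspo. The log2 fold changes of the 1218 genes in Table S2 differ from those of DESeq2 here by at most 4.99e-06. Any of these genes held in that table therefore has the DESeq2 value there, unlike in the paper's text.

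The genes of Table S17 are called downregulated in the text, and all 29 that were tested were higher at 24m. That table itself gives all 34 of its genes as higher. Zbtb11 and Zbtb20 are named among the changed genes at 28m and did not pass here (adjusted p 0.0715 and 0.100 from edgeR's test). DESeq2 did not call them either. Removal of the trend with length and GC content brought Zbtb20 past the limit, and each passed in 1 fit that left out a mouse. Car3 is given as changed at 24m and had an adjusted p of 0.0811 here, and DESeq2 gave 0.000568. Ubd, Necab1, Nr5a2 and Trim9, which the paper calls at 28m, fell under the filter on low counts here, and DESeq2 called them (adjusted p 0.000138, 0.00195, 0.00198 and 0.0482).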

Other observations

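Several tests of this part were chosen only after the result was seen. They include those of the trend with gene length, other than that of library size and that beyond length and GC content. They also include those of the pair of 6m replicate 4 as another mouse and its library size, of the first component and of the published cut-offs. The fits at 28m with that trend removed and at 24m without replicate 4 were set beforehand. Their use as tests of an explanation was chosen only after the result was seen.

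Other splits of the same mice were fitted as the real one. At 28m, 1 of 100 splits, the real one, gave as many genes and 1 of 100 as many DEGs. The next largest count, 4331, came from a split with 7 of the 8 old mice together. At 24m, 3 of 100 splits gave as many genes and 3 of 100 as many DEGs, the real one included. The other 2 gave 75 and 155 genes with 3 and 2 of the 7 old mice in the old group. So larger counts than the real 11 arise from groups that mix the ages. The split with 155 genes holds most old mice in its other group, so age may contribute to that count. For the difference between the ages, 11 of 100 splits gave as many genes at an unadjusted p under 0.05. Of the 64 splits of the 6m libraries that part each mouse's pair, 1, the split by run, gave as many genes at an unadjusted p under 0.05 (357), so the batch split gives the most. With the mouse as a block this count was 1052, and 0 genes passed the adjusted limit in either fit. At 24m, 36 of 100 splits gave as many sets past the limit under camera.

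Log2 fold changes at 28m fall with gene length (Spearman rho -0.539, jackknife SE over the 15 mice 0.0351), at 24m with rho -0.269, and between the 6m libraries of the runs rho is 0.457. GC content does not explain the trend at 28m (0.0433), nor does library size (-0.547 with counts thinned to the smallest library) or the ribosomal protein genes (-0.535 without them). The difference between the 2 libraries of 6m replicate 4, which are of 1 mouse at 1 age, correlates with the 28m log2 fold changes across genes at 0.693, and at 0.609 with the trend with length and GC content removed. The other 6 mice reach at most 0.356 and 0.255. In this pair, 405 of 424 lower and 224 of 275 higher DEGs of the 28m comparison without this mouse go the same way. Lower DEGs also do so in the pairs of replicates 1 (355 of 434) and 2 (353 of 385), and higher DEGs in at most 57.2% in the other 6 pairs. A difference in library preparation or RNA quality may therefore contribute to the changes called at 28m, beyond what length and GC content describe. The paper's methods give a mean RNA integrity and say that samples below its limits of purity and integrity were not sequenced. They give no values by age or by mouse. Genes are not independent replicates, the pattern was found on these data, and no measure of RNA quality was used here, so such a contribution is a hypothesis. Age stays open beside it. With the trend removed, 4843 genes passed at 28m, 3600 of them among the 6140 called without its removal. So the trend alone does not account for the number of calls, and for the called genes outside these 3600 it stays open.

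Fewer genes passed at 24m than at 28m. A lower depth does not explain it, since the 24m libraries had more counts, with a mean of 27834548 against 24624523 at 28m. Counts thinned to the smallest library gave 5921 genes at 28m. The first-run 6m libraries do not explain it as a whole, since against the other run 46 genes passed at 24m, nor does 24m replicate 4, without which 30 passed. With the dispersions of the 28m comparison in a likelihood ratio test, 1282 genes passed at 24m, where the same test gave 6181 at 28m. The quasi-likelihood test was not used for these counts. The rise at 24m therefore mixes a change of test with the change of dispersions. The biological coefficient of variation was 0.297 at 24m and 0.231 at 28m. A larger spread between the 24m libraries may account for part of the difference and cannot be told apart from smaller changes at 24m, since the spread is a property of the same mice.

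The log2 fold changes at 24m and 28m correlate across genes at 0.719, and at 0.714 on the mean log2 CPM values that the simulation uses. Simulated unchanged groups with shared 6m mice gave a median of 0.278 (0.249 to 0.312 over 100 simulations). Each gene was drawn independently in them, so this range leaves out the variation that genes share and may be too narrow. With disjoint 6m mice in the 2 comparisons, a choice made after seeing the data, the median was 0.690 over 35 splits (0.312 to 0.819), so shared mice do not explain it. With the trend with length and GC content removed, also chosen after seeing the data, it was 0.717. The correlation may reflect age, which was not tested apart from properties of the old mice's libraries.

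The first-component scores of the 8 mice at 28m vary with the length trend of their libraries (exact permutation p 0.00618). Both measures follow the distance of a mouse from the 6m mice, so they are related in part by construction. The variation among the 28m mice may be a difference between mice or between their libraries, and the 2 cannot be told apart, since each mouse has 1 library. Without replicates 8 and 4, the other 6 mice are too few to decide whether the relation holds. The larger spread between the 28m than the 6m mice has an exact permutation p of 0.00264 with the trend removed, so the trend alone does not account for it.

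With DESeq2, cut-offs of 0.055 and 0.95 gave counts of genes within 0.0149% of the published ones at both ages. The count of DEGs at 28m was 1227, against 1072 with the stated limits and 1217 in the paper (0.822% away), and at 24m 146, against 129 and 138 (5.80% away). Tables S2 and S3 hold 139 and 7 entries with an absolute log2 fold change under 1, and the smallest in Table S2 is 0.95. Limits applied to rounded values are a candidate explanation for the counts of genes and for most of the gap in DEGs at 28m. At 24m they give more DEGs than the paper, so they do not account for that count alone.

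Genes that respond to denervation were higher at 28m in 15 of 17, with 10 past the limit over all genes and 13 adjusted over the list alone. At 24m, 17 of 17 were higher, 0 passed over all genes and 13 adjusted over the list alone. Camera gave medians of 1.40 (adjusted p 0.000762, under fry 0.0141) and 1.72 (8.26e-11). Of the 17 genes, 10 are in Table S2. At 28m, the medians were 0.50 for adipocytes (adjusted p 0.274), -0.44 for erythrocytes (0.867), 0.55 for immune cells (0.251), -0.11 for Schwann cells and nerve (0.834), 0.47 for slow fibres (0.160), -0.07 for fast fibres (0.757) and -0.53 for tendon (0.251). Of the markers of these lists 11 of 12, 3 of 10, 11 of 16, 12 of 14, 10 of 10, 12 of 12 and 10 of 10 were tested. At 24m camera called 5 sets, among them endothelial cells (0.00164), immune cells (0.00564), ribosomal proteins (4.66e-13) and slow fibres (0.00564), and under fry 0 sets passed at 24m. The other medians at 24m were -0.13 for adipocytes, -0.06 for erythrocytes, -0.25 for fibroblasts, 0.13 for Schwann cells and nerve, -0.12 for fast fibres and -0.03 for tendon.

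Of the 1218 genes in Table S2, 739 (60.7%) had an absolute Pearson R of at least 0.7 between log2 CPM and the age group alone, and of the 372 in Table S10, 347 (93.3%). Of the 138 genes in Table S3, 62 (44.9%) did, and 50 on the rlog scale. In Table S23, 530 of 595 genes were tested at 28m and 530 passed, and in Table S24, 25 of 30 were tested at 24m and 7 passed. Both lists were drawn from these mice.

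Xist was at most 0.181 CPM and Ddx3y between 85.6 and 192 CPM in all libraries, so all libraries carry the expression of male mice.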
